# Bias in recent miRBase annotations potentially associated with RNA quality issues

**DOI:** 10.1038/s41598-017-05070-0

**Published:** 2017-07-12

**Authors:** Nicole Ludwig, Meike Becker, Timo Schumann, Timo Speer, Tobias Fehlmann, Andreas Keller, Eckart Meese

## Abstract

Although microRNAs are supposed to be stable *in-vivo*, degradation processes potentially blur our knowledge on the small oligonucleotides. We set to quantify the effect of degradation on microRNAs in mouse to identify causes for distorted microRNAs patterns. In liver, we found 298, 99 and 8 microRNAs whose expression significantly correlated to RNA integrity, storage time at room temperature and storage time at 4 °C, respectively. Expression levels of 226 microRNAs significantly differed between liver samples with high RNA integrity compared to liver samples with low RNA integrity by more than two-fold. Especially the 157 microRNAs with increased expression in tissue samples with low RNA integrity were most recently added to miRBase. Testing potentially confounding sources, e.g. *in-vitro* degraded RNA depleted of small RNAs, we detected signals for 350 microRNAs, suggesting cross-hybridization of fragmented RNAs. Therefore, we conclude that especially microRNAs added in the latest miRBase versions might be artefacts due to RNA degradation. The results facilitate differentiation between degradation-resilient microRNAs, degradation-sensitive microRNAs, and likely erroneously annotated microRNAs. The latter were largely identified by NGS but not experimentally validated and can severely bias microRNA biomarker research and impact the value of microRNAs as diagnostic, prognostic or therapeutic tools.

## Introduction

MicroRNAs (miRNAs) are small non coding RNAs, that can inhibit translation of genes in a sequence dependent manner^1^. To generate a common database on miRNA sequences, the miRBase registry was created in 2002, starting with 218 entries^2^. Currently in its 21^st^ version, the miRBase contains 35828 mature miRNA sequences from 223 species, including 2588 and 1915 mature miRNAs for human and mouse, respectively^2, 3^. Initially, miRNAs were identified through laborious Sanger sequencing of cDNA clones from small RNA libraries and only a few tens to hundred novel miRNAs were added to the database in each novel version. But with the advent of next generation sequencing, this number dramatically increased to thousands^4^. While many of the miRNAs from the early versions of miRBase have been experimentally validated by Northern blotting, such evidence is lacking for most miRNAs introduced by NGS.

In contrast to mRNAs, miRNAs show higher stability and lower susceptibility for degradation^5–8^. This might be in part due to their short length of only 18–22 nucleotides, but also because of their association with proteins like AGO^9^. Determination of half-lives of miRNAs in living cells showed heterogeneous results, with some miRNAs displaying half-lives of over 24 hours, while others reaching half-lives of only 4–14 hours^10^. Interestingly, passenger strand miRNAs were preferably found in the group of miRNAs with short half-lives. Aside from the situation in living cells, there is a debate about stability of miRNAs in solutions, e.g. serum or plasma, or in degrading tissues samples and their usability in profiling studies^7, 11, 12^. It is, however, not clear what level of RNA degradation is still acceptable for performing miRNA profiling. Recommendations for an acceptable RNA integrity range from a RIN of 3.95 to 8 depending on the analysis method^12–15^. The few studies interrogating the stability of miRNAs in degraded RNA samples mostly examined only small numbers of miRNAs. They are also difficult to compare because of their heterogeneity: they use different models of RNA degradation, tissues and methods^5, 6, 8, 12, 15–17^. MiRNA degradation seems to vary in different tissues, most likely dependent on levels of RNases^6, 12, 16, 17^. *In vitro*, miRNAs are not sensitive to heat treatment, but application of UV, RNase A, RNase I_f_ and NaOH seems to degrade even miRNAs^5, 8, 15^. Only two studies examined profiles of extended numbers of miRNAs by using microarrays. Both found an impact on the expression profile with miRNAs both with increased and decreased expression^12, 18^.

The aim of our study is to further our knowledge about the stability of individual miRNAs and miRNA expression profiles in different tissues under the influence of degradation processes. We examined the miRNome of mouse heart, liver and brain tissue samples with different cold-ischemic storage times and temperatures. Besides miRNAs that showed low abundances in highly degraded tissues samples, there were miRNAs with elevated abundances in degraded tissues samples. By carrying out systematic control experiments we provide evidence that the latter miRNAs likely result from RNA degradation processes and are erroneously termed miRNAs. Notably, these “false” miRNAs have mostly been deposited in the more recent versions of miRBase and have been identified by NGS without further experimental validation.

## Results

### RNA integrity during tissue degeneration

We isolated RNA of heart, brain and liver mouse tissues that were stored for 0–96 hours at 4 °C and RT, respectively, and analysed RNA integrity using Bioanalyzer (Fig. 1a). As measure of RNA integrity, we applied the RIN value, which spans from 10 indicating fully intact RNA to 1 indicating severely degraded RNA. Representative gel-like images of RNAs for all tissues and the mean RIN values obtained from three biological replicates for the different time points, tissues and temperatures can be found in Supplementary Fig. S1 (see also Supplementary Table S1 online for individual RIN values of all samples). As expected, all tissues degraded faster at RT than at 4 °C, with liver being the tissue with highest degradation rate at both temperatures. 

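The samples on the arrays analysed came from 1 animal per tissue and temperature. Not counted are those that the paper left out for low array quality, heart of 0 h and liver of 6 h and 96 h at 4 °C. For liver of 96 h at 4 °C, Table S1 gives RIN values of 3.0 to 3.2. Among the samples analysed, RIN values under 6 were recorded at 4 °C for 0 of 7 heart, 0 of 8 brain and 1 of 6 liver samples. At RT the numbers were 2 of 8 heart, 2 of 8 brain and 6 of 8 liver samples. Table S1 lists the paper's 141 RIN values for 3 animals per temperature. Averaged over each animal's time points, these gave 8.67 ± 0.104 (SD, n = 3 animals) at 4 °C and 7.22 ± 0.255 at RT in heart. In brain the averages were 8.39 ± 0.0586 at 4 °C and 7.24 ± 0.148 at RT, and in liver 6.33 ± 0.679 and 4.55 ± 0.788. The 3 values missing from Table S1 are all of 96 h at 4 °C, where each tissue has values of 2 animals. The averages at 4 °C therefore do not all include this time point. A 2-sided exact permutation test gave p = 0.1 in each tissue, the smallest value that 3 animals against 3 allow.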

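At 4 °C the RNA hybridised to the arrays had RIN values of 8.8 at 1 h and 8.1 at 96 h in heart, of 8.7 at 0 h and 7.3 at 96 h in brain, and of 9.1 at 0 h and 3.4 at 48 h in liver. A straight line through each animal's values in Table S1 fell by 0.00638 ± 0.00139 RIN units per hour in heart (SD, n = 3 animals), by 0.0168 ± 0.00283 in brain and by 0.0544 ± 0.0201 in liver.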

At 4 °C, degradation occurs in a linear rate in all tissues, with brain and heart showing the least degradation at 4 °C (RIN values >7 even after 96 hours). At RT, degradation seems to be tissue specific with RIN values in brain declining in a linear fashion throughout the time course. 

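The brain samples on the arrays had RIN values of 8.4 at 0 h, 7.9 at 12 h, 7.3 at 24 h, 5.5 at 48 h and 3.3 at 96 h at RT. The paper's means over 3 animals in Table S1 were 8.63 ± 0.208 (SD) at 0 h, 6.83 ± 1.27 at 24 h, 6.17 ± 0.651 at 48 h and 3.90 ± 0.721 at 96 h. The line through each animal's values fell by 0.0472 ± 0.00732 RIN units per hour.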

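For heart at RT, the RIN values of the array samples were 9.0 at 0 h and 8.2 at 24 h, then 4.6 at 48 h and 2.2 at 96 h. Table S1 gives the paper's means of 8.93 ± 0.0577 (SD, n = 3 animals) at 0 h, 8.30 ± 0.361 at 24 h, 4.53 at 48 h (range 3.4 to 5.6) and 2.27 ± 0.115 at 96 h. The spread was largest at 1 h, where the mean was 8.17 ± 1.27.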

RIN values in heart showed a two-phase decrease with a plateau phase during the first 24 hours without decrease followed by linear decrease until 96 hours. In contrast, degradation in liver samples shows a hyperbolic course, with RIN values dropping to a level of 4 after only 6 hours of storage. 

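The liver samples on the arrays had RIN values of 7.1 at 0 h, 6.0 at 1 h, 4.1 at 3 h, 2.8 at 6 h and 2.7 at 12 h at RT, and of 2.3 at 96 h. In Table S1 the paper's mean over 3 animals was 5.67 ± 2.14 (SD) at 3 h, 4.00 ± 1.20 at 6 h and 3.03 ± 0.757 at 12 h.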

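In Table S1 the SD between the 3 animals of a temperature had a median over the time points of 1.79 RIN units in liver at 4 °C and 0.966 in liver at RT. The medians were 0.144 and 0.215 in heart, and 0.336 and 0.486 in brain. The largest SD, 3.06, was that of liver at 48 h and 4 °C, where the animals ranged from 3.4 to 8.7. The RNA that was hybridised to the array for this time point had the RIN value of 3.4 in its label. This equals the lowest value of the 3 animals, whose mean was 5.17, and need not single out this animal.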

The high standard deviation in the biological replicates indicates the influence of additional factors like inter-individual differences or tissue sample size on the level of degradation. While these results show that RNA degradation is tissue and temperature dependent, the results also indicate other yet unknown factors that can interfere with RNA degradation, which is in line with previous observations by others^12, 19, 20^.

**Figure 1:**
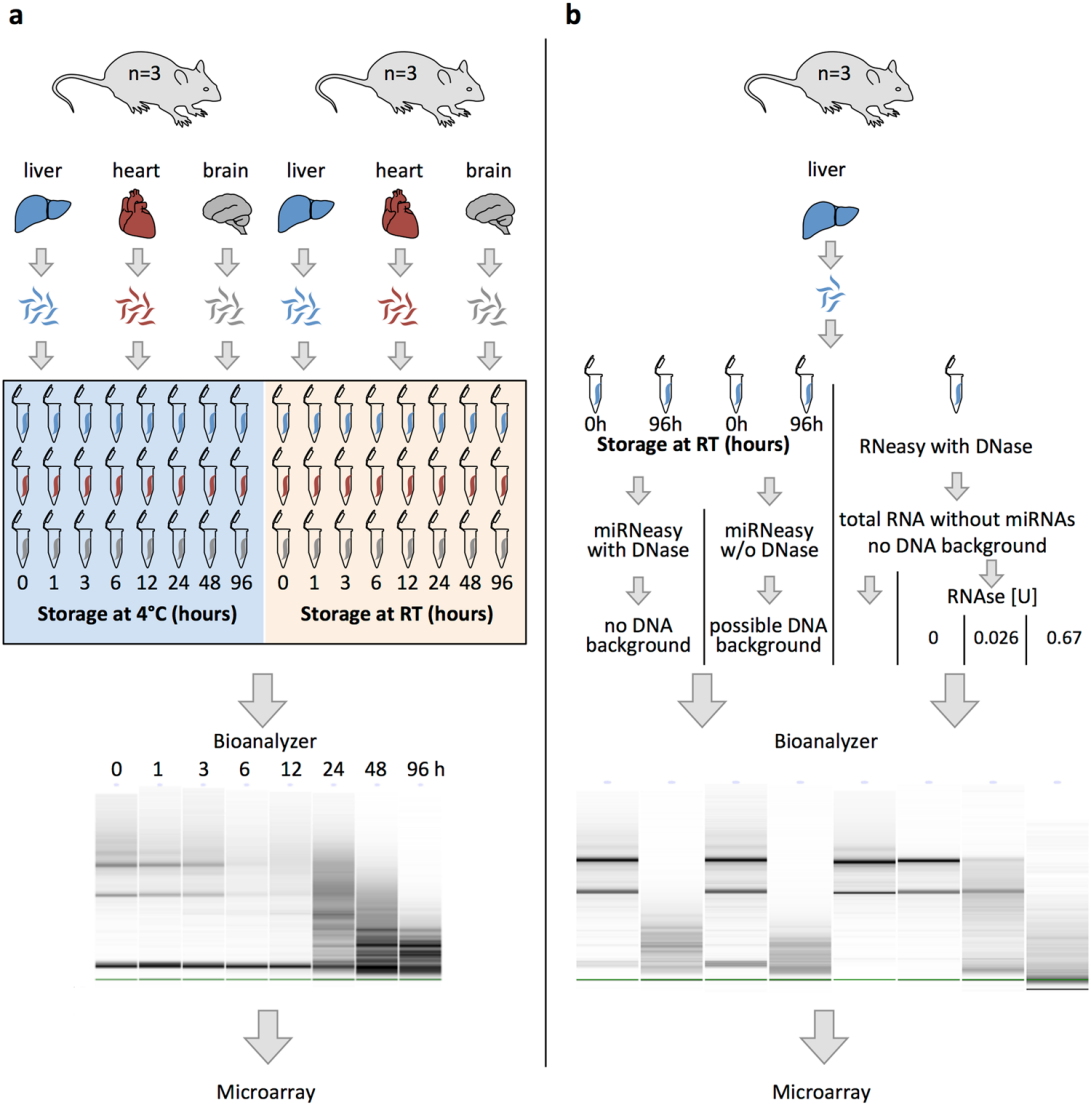
Experimental design. (**a**) Liver, heart and brain of male mice were harvested immediately after death, divided into 8 parts of about equal size, and stored at either 4 °C or at room temperature (RT) for the indicated time periods before RNA isolation. Experiments were performed in biological triplicates. RNA integrity was measured with Bioanalyzer. Gel-like image of brain tissue is given as example. MiRNA expression profiles of one replicate were measured using microarrays. (**b**) Liver tissue of 3 male mice was harvested immediately after death and divided into 5 parts of about equal size. Three parts were immediately transferred into RNAlater (0 h), two parts were stored for 96 h at room temperature (96 h). Two samples (0 h and 96 h) were isolated using standard procedure with miRNeasy Kit without DNase digestion. Two samples (0 h and 96 h) were isolated with optional DNase digestion to exclude DNA background. From the remaining undegraded sample (0 h), total RNA without small RNAs was isolated using RNeasy Kit with optional DNase digestion. Isolated RNA was further treated with 0 U, 0.026 U and 0.67 U RNase for 30 min to generate artificial RNA degradation. RNA integrity was measured with Bioanalyzer. MiRNA expression profiles of all replicates were measured using microarrays. The schematic drawings were prepared using the Biomedical-PPT-Toolkit-Suite from Motifolio Inc., USA.

### Influence of degradation on miRNA profiles

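Total RNA of mouse heart, liver and brain was hybridised to 1-colour Agilent arrays, on which each of 1881 mouse miRNAs is measured by 30 spots. The authors deposited the scanner output of 46 arrays, as made by Agilent's Feature Extraction software, and a table of log2 values normalized by variance stabilizing normalization (VSN). VSN rescales the arrays to each other and makes the spread of dim and bright signals about equal. The heart array of 0 h at 4 °C was set aside, so that 45 arrays were analysed. These were 7 heart, 6 liver and 8 brain arrays from storage at 4 °C, and 8 arrays of each tissue from storage at RT. Each array held the RNA of 1 animal at 1 storage time, so that no value has a replicate at the same time point, and the number of arrays limits the precision. The storage times are given as 0, 1, 3, 6, 12, 24, 48 and 96 h in the labels and Table S1, while the methods give 14 h in place of 12 h. Hours as in Table S1 were used.
The summed signal of the detected miRNAs ranged from 153088 to 541770 units per array. Its median was 336835 (range 283647 to 373353) for heart at 4 °C, 343425 (229565 to 418552) for heart at RT, 261939 (153088 to 377508) for liver at 4 °C and 437862 (210659 to 541770) for liver at RT. For brain it was 351885 (325048 to 504440) at 4 °C and 338091 (249616 to 402169) at RT. Of the miRNA spots, 0 were saturated on any array.
The signal of a miRNA was the total gene signal of Feature Extraction where the software called the miRNA detected, and otherwise the sum of its probe signals. These background-subtracted signals were normalized by VSN over the 45 arrays. The same fit over all 46 arrays differed from the authors' table by at most 0.00166 on the log2 scale. Values of miRNAs that were not detected are small signals near the background, and VSN gives them log2 values as well. The choices that could change the numbers are the normalization, the treatment of the background, the number of arrays on which a miRNA must be detected and the adjustment of p-values.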

To determine the influence of degradation on miRNA profiles, we analysed the mouse miRNome by microarrays. We studied the expression of 1,881 mouse miRNAs (miRBase version 21) of the 3 tissues at 8 different time points at two different temperatures totalling 48 analyses. 

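The arrays of a tissue and a storage temperature lay together on 1 slide of up to 8 arrays and were scanned together, 6 slides in all. By their RIN values, the heart arrays match animals 3 and 2 of Table S1, and the liver and brain arrays animals 1 and 4, at 4 °C and RT respectively. All RIN values of a slide equal those of its animal, while at most 3 of 8 equal those of another animal. Slide, animal and storage temperature therefore cannot be told apart within a tissue. The tissue labels were checked on a miRNA of each tissue. On the log2 scale, miR-122-5p was at least 11.14 on every liver array and at most 7.34 on the other arrays, miR-1a-3p at least 13.60 on every heart array and at most 7.81 elsewhere, and miR-124-3p at least 12.93 on every brain array and at most 4.57 elsewhere.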

Three samples were removed from the analysis due to low quality microarray data, i.e. liver 6 and 96 hours at 4 °C and heart 0 hours at 4 °C. Furthermore, all miRNAs detected in less than five samples were excluded, leaving 815 miRNAs for further analysis. 

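In the deposited files, 815 miRNAs carried the detection flag of Feature Extraction on at least 5 of the 45 arrays, and all 815 are those listed in Table S2. Of the 1066 miRNAs left out, 809 were detected on no array. On all 45 arrays, 180 miRNAs were detected. With a minimum of 3 arrays the number of analysed miRNAs was 938, and with a minimum of 10 arrays it was 650. The number of miRNAs detected on an array ranged from 268 to 798. The brain arrays had medians of 545.5 detected miRNAs at 4 °C and 547 at RT, the heart arrays 422 and 410, and the liver arrays 358.5 and 550.5.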

Unsupervised hierarchical clustering based on the 50 miRNAs with highest variance showed perfect separation between the three tissues (Supplementary Fig. S2). 

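The 50 miRNAs with the highest variance over the 45 arrays had variances of 8.97 to 44.9 on the log2 scale. Their mean was highest in brain for 42 of them, in heart for 6 and in liver for 2. With Euclidean distance and complete linkage, the tree of arrays divided into 3 groups of 16 brain, 15 heart and 14 liver arrays, so that 100% of the arrays lay with their own tissue. The share was 100% under each of the other normalizations, filters and distances tried as well. Numbers in miRNA names are given in the order of registration, so that a high number stands for a late entry, and 0 of the 50 carried a number of 3000 or higher.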

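With all 815 miRNAs, Euclidean distance and complete linkage, the first division of the tree set 7 arrays apart from the other 38. All 7 had RIN values under 6, between 2.2 and 4.6. They were the heart arrays of 48 h and 96 h at RT and the liver arrays of 6, 12, 24, 48 and 96 h at RT. Of these, the heart array of 48 h had a mean distance of 51.7 to the 13 heart arrays with RIN values over 6 and of 62.1 to the other 6 arrays set apart, and that of 96 h had distances of 66.6 and 55.0. The 5 liver arrays were nearer to the other arrays set apart than to the 6 liver arrays with RIN values over 6. The remaining 4 arrays with RIN values under 6 lay with their own tissue. Among these 4, the liver array of 3 h at RT had a mean distance of 42.8 to the 6 liver arrays with RIN values over 6 and of 68.5 to the 7 arrays set apart, and the liver array of 48 h at 4 °C, with a RIN value of 3.4 in the labels and in Table S1, had distances of 44.2 and 64.8. The brain array of 96 h at RT had distances of 56.9 to the 14 brain arrays with RIN values over 6 and 81.4 to the 7. Distances within the arrays with RIN values over 6 were 37.3 ± 8.71 (SD over pairs) in liver and 27.0 ± 7.04 in brain. With no scaling between arrays, or with average linkage, the smaller branch held the 16 brain arrays. With 75th percentile scaling over miRNAs detected on all arrays, or with normexp background correction, it held 3 arrays, all liver with RIN values under 6.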

Clustering based on all 815 miRNAs, however, showed that severely degraded samples fell in one group irrespective of tissue of origin with the exception of two liver samples that were stored for 3 h at RT and for 48 h at 4 °C (RIN of 4.1, each) clustering with the non-degraded liver samples (Fig. 2). 

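The brain array of 96 h at 4 °C had a mean distance of 30.1 to the 13 other brain arrays with RIN values over 6 and of 91.2 to the 7 arrays of the degraded branch, and fell among the brain arrays. Divided into 6 groups, the tree set it with the brain arrays of 48 h and 96 h at RT, which had RIN values of 5.5 and 3.3, apart from the 13 other brain arrays. Divided into 5 groups, the tree held the 16 brain arrays in 1 group, 13 heart arrays with RIN values of 8.1 or higher in another, 9 liver arrays with RIN values of 3.4 or higher in another, and the 7 degraded arrays in groups of 5 and 2.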

Samples with higher RNA integrity are separated into three tissue-specific clusters with the exceptions of a brain sample that was stored for 96 h at 4 °C (RIN of 7.3) clustering with the other degraded tissues. These results are in contrast with the previous study of Ibberson *et al*. that reported tissue-specificity of miRNA profiles even in severely degraded RNA samples ^12^. This difference can, however, be explained by the longer time of tissue degeneration and the higher number of miRNAs examined in our study as compared to the study of Ibberson, who analysed expression of 500 mouse miRNAs (miRBase v9.2) in samples stored up to 4 hours after tissue removal.

**Figure 2:**
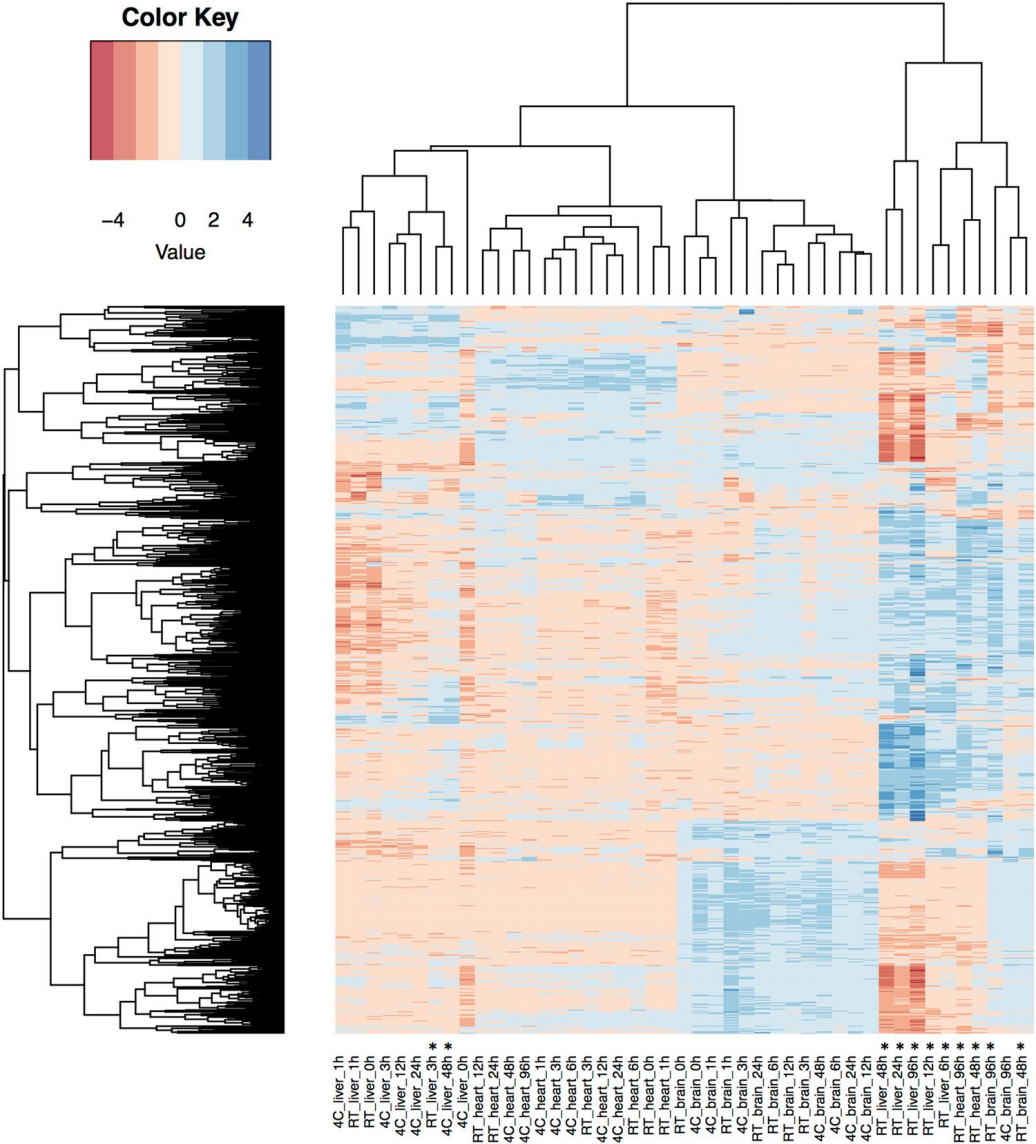
Influence of degradation on miRNA expression profiles as determined by microarrays. Unsupervised hierarchical clustering using Eucledian distance and complete linkage of the samples depending on expression all analysed miRNAs. Blue color indicates high, red color indicates low expression. Samples are indicated on the X axis below the heatmap with each sample referring to the storing temperature, the tissue and the storage time in hours (e.g. 4C_heart_24 h denoting the heart sample that was stored for 24 hours at 4 °C). Samples with RIN < 6 are marked with an asterisk. Clustering of the samples is shown above the heatmap. MiRNA clusters are indicated on the left-hand side of the heatmap.

### Correlation of miRNA expression to RNA integrity value and storage time

To determine the effects of RNA degradation on expression levels of individual miRNAs in the three tissues, we computed the Pearson correlation coefficient for each miRNA correlating its expression value with the RIN integrity number of the sample and with the storage time at either 4 °C or RT. 

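For each of the 815 miRNAs, Pearson's r was computed with 2-sided p-values over the 45 arrays for the RIN value, over the 21 arrays of storage at 4 °C and over the 24 arrays of storage at RT. The p-value of each r was multiplied by 815 (Bonferroni), which is how the adjusted values of Table S2 relate to its p-values, and a miRNA was called at an adjusted p below 0.05. Applied to the p-values in Table S2, this gives the counts of 298, 8 and 99 for RIN value, 4 °C and RT, whereas the Benjamini-Hochberg adjustment gives 602, 43 and 440. An r of 0.562 or more in size passed the threshold for the RIN value, 0.775 for storage at 4 °C and 0.726 for storage at RT. For the RIN value, r differed from that in Table S2 by at most 0.0112.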

Of the 815 analysed miRNAs, the expression level of 298 miRNAs correlated significantly with RIN value (Supplementary Table S2) with only 84 showing a positive correlation (>0.5) between expression and RIN values. 

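The expression of 296 of the 815 miRNAs correlated with the RIN value over the 45 arrays, 85 of them positively. The positive r had a median of 0.611 and reached 0.862. With tissue as a block, 403 miRNAs passed, and 239 of the 296 passed with the same sign and 0 with the opposite sign. With the slide as a block, 340 passed, 208 of the 296 among them. The sign was the same within heart for 295 of the 296, within liver for 296 and within brain for 291. Among the 33 arrays with RIN values over 6 alone, which moved the count by the largest factor, 0 miRNAs passed by Pearson's r with Bonferroni or with Benjamini-Hochberg adjustment, and 104 had an unadjusted p below 0.05, where chance gives 40.75. The number of positive correlations depended on the scaling: it was 90 with 75th percentile scaling over miRNAs detected on all arrays, 0 of 334 with no scaling between arrays, and 114 of 211 after normexp, a background correction fitted to the signals of the spots and their local background. After normexp, the same 75th percentile scaling was used in place of VSN.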

The remaining 214 miRNAs showed a strongly negative correlation (<−0.5) of their expression to RIN values, i.e. a high abundance in samples of low quality. 

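A negative correlation with the RIN value was found for 211 miRNAs, with a median r of -0.729 and a lowest r of -0.921. Of these, 135 (64.0%) carry a number of 3000 or higher in their name, compared with 14 of the 85 positively correlated miRNAs (16.5%) and 308 of all 815 analysed miRNAs (37.8%).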

As for the storage time, we found 8 miRNAs showing a significant correlation between miRNA expression and the storage time at 4 °C and 99 miRNAs with a significant correlation between expression and the storage time at RT. 

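Storage time at 4 °C correlated with the expression of 8 miRNAs over 21 arrays, and storage time at RT with that of 100 miRNAs over 24 arrays. With the Benjamini-Hochberg adjustment the counts were 43 and 439. Each temperature has 1 slide per tissue, so that tissue and slide are the same block here. With this block 15 miRNAs passed at 4 °C, including all 8, and 211 at RT, including 97 of the 100.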

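Of the 8 miRNAs at 4 °C, 7 had a positive r, with a median of 0.795, and miR-652-5p a negative one. For miR-652-5p, which was detected on all 45 arrays, r with storage time was -0.871 over the 21 arrays (permutation p = 1e-05, the smallest that the permutations can give). The p-value of Pearson's test was 2.79e-07, and adjusted over 815 miRNAs it was 0.000114 by Benjamini-Hochberg and 0.000228 by Bonferroni. Spearman's rho was -0.745 (permutation p = 0.00014). Without the 2 arrays of longest storage r was -0.720. Within tissues r was -0.990 in heart, -0.945 in brain and -0.438 in liver, where the 96 h array is not among those analysed. With scaling by a pair of control probes, chosen after the values were seen, its r was -0.357 and no longer past the threshold. The most positive r at 4 °C was that of miR-804 with 0.880 (permutation p = 1e-05; Pearson's test p = 1.48e-07, by Benjamini-Hochberg 0.000114; rho 0.866, permutation p = 1e-05), with 0.844 without the 2 arrays of longest storage, and 0.898 in heart, 0.918 in liver and 0.882 in brain. It was detected on 29 of the 45 arrays. Among the liver arrays at 4 °C it was detected only on that of 48 h, with a log2 value of 3.99. The others had values of 1.89 to 2.44 below the detection limit, so that r in liver rests on 1 array. With normexp 3 miRNAs passed with a positive and 1 with a negative r.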

At 4 °C, only miR-652-5p showed a lower expression in the samples with extended storage, while the remaining seven miRNAs showed an elevated expression in the samples with extended storage. At RT, 15 miRNAs showed a lower expression in the samples with extended storage and 84 miRNAs an elevated expression in the samples with extended storage. 

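At RT, 84 of the 100 miRNAs had a positive r with storage time, with a median of 0.780, and 16 a negative r, with a median of -0.782. All 100 had the same sign within heart, within liver and within brain. Numbers of 3000 or higher were carried by 59 of the 84 (70.2%) and by 11 of the 16 (68.8%). With no scaling between arrays, 216 miRNAs had a positive and 3 a negative correlation. With 75th percentile scaling over all miRNAs the split was 37 positive and 30 negative, and with normexp 22 and 15.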

Expression levels of the miRNAs with highest positive and negative correlation to RIN values and storage times are given in Supplementary Fig. S3.

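The most positive correlations with the RIN value were those of miR-467d-3p, miR-191-5p and let-7i-3p, which were detected on 6, 8 and 27 of the 45 arrays and on 0 of the 14 liver arrays. Their r was 0.862, 0.823 and 0.821 (permutation p = 1e-05 for each, the smallest that the permutations can give), with rho of 0.645, 0.607 and 0.672 (permutation p = 1e-05, 2e-05 and 1e-05). Without the 2 arrays of lowest RIN value r was 0.832, 0.782 and 0.809. Within liver, where these miRNAs were below the detection limit, r was 0.794, 0.719 and 0.794. These 3 lost significance under several other scalings. The most negative correlations were those of miR-149-3p and miR-5126, both detected on all 45 arrays, and of miR-7068-5p, detected on 18. Their r was -0.921, -0.919 and -0.910 (permutation p = 1e-05 for each), with rho of -0.652, -0.678 and -0.677 (permutation p = 1e-05 for each), and without the 2 farthest arrays -0.908, -0.903 and -0.913. Adjusted by Benjamini-Hochberg over the 815 miRNAs, the p-values of Pearson's test for these 6 correlations were between 2.3e-16 and 8.12e-11. Within heart r was -0.984, -0.984 and -0.953, within liver -0.898, -0.893 and -0.869, and within brain -0.914, -0.957 and -0.938. On the 33 arrays with RIN values over 6, r of these 3 was -0.302, -0.271 and -0.252.
For storage time at RT, r was 0.913 for miR-6769b-5p (permutation p = 2e-05; rho 0.736, permutation p = 2e-05; 0.855 without the 2 farthest arrays) and -0.933 for miR-6366 (permutation p = 1e-05; rho -0.927, permutation p = 1e-05; -0.925 without the 2 farthest arrays). Within heart, liver and brain r was 0.938, 0.906 and 0.960 for miR-6769b-5p and -0.983, -0.906 and -0.962 for miR-6366. The p-values of Pearson's test, adjusted by Benjamini-Hochberg, were 2.05e-07 and 2.42e-08.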

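Of the 14 liver arrays, 7 had RIN values under 6, against 2 of 15 heart arrays and 2 of 16 brain arrays, and 1 further liver array, stored for 1 h at RT, had a RIN value of exactly 6.0. The low-quality group was formed of the 8 liver arrays with RIN values of 6 or lower and the high-quality group of the 6 liver arrays over 6. Of the 8, 7 came from the RT slide, and of the 6, 1 did, so that the groups overlap with slide and animal.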

Since RNA degradation was more severe in liver samples than in brain or heart, we further analysed the liver samples for miRNAs significantly affected by degradation. We found 226 differentially expressed miRNAs in liver samples with a RIN > 6 (high quality) versus liver samples with a RIN < 6 (low quality) (WMW test, p < 0.05). Out of these 226 miRNAs, 157 showed more than two-fold increased levels in samples with low quality, while 17 showed more than two-fold decreased levels (Fig. 3a). 

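An exact 2-sided WMW test of the 8 low-quality against the 6 high-quality liver arrays gave p below 0.05 for 335 of the 815 miRNAs, where chance gives 40.75. Of these, 273 were higher and 62 lower in the low-quality samples. After Benjamini-Hochberg adjustment of the exact p-values 226 passed. The smallest exact p that 8 against 6 arrays allow, 0.000666, was reached by 26 miRNAs. With limma 253 miRNAs passed the Benjamini-Hochberg threshold. With the slide as a block in limma, which moved the count by the largest factor, 0 passed (smallest adjusted p 0.109) and 173 had an unadjusted p below 0.05. The direction depended on the scaling. Of the miRNAs past the WMW threshold, 174 were higher and 136 lower with 75th percentile scaling over miRNAs detected on all arrays, 210 higher and 105 lower after quantile normalization, and 353 higher and 1 lower with no scaling between arrays. After normexp 449 passed, 19 higher and 430 lower in the low-quality samples.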

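Among the 335 miRNAs, the mean log2 value was over 1 higher in the low-quality samples (more than 2-fold) for 257 and more than 1 lower for 35. The median log2 difference of the 257 was 2.78, from a median level of 0.70 to 3.23. For the 35 it was -1.20, from 1.11 to -0.01. Of the 257, 142 were detected on 0 of the 6 high-quality arrays, so that the size of their increase depends on values below the detection limit. Of the 35, 28 were detected on 0 of the 14 liver arrays. Leaving out the liver array of 96 h at RT reduced the 35 to 17. With the Benjamini-Hochberg adjusted p the numbers were 198 and 18. The median of all 815 differences was 0.33.
The largest increases among miRNAs detected on every array of a group were those of miR-3473f, miR-5128, miR-7235-5p, miR-877-5p and miR-5121. Detected on 3 of the 6 high-quality arrays, miR-3473f had a level of 7.22 ± 1.84 (SD, n = 8) in the low-quality and 2.65 ± 0.70 (n = 6) in the high-quality samples, a difference of 4.57 (exact WMW p = 0.000666, adjusted 0.0209), with 8 of 8 low-quality arrays above every high-quality array. For miR-5128 the levels were 8.27 ± 1.54 and 3.98 ± 0.99, a difference of 4.29 with the same exact p. The differences were 4.22 for miR-7235-5p, 4.18 for miR-877-5p and 4.03 for miR-5121, which were detected on 2, 3 and 1 of the 6 high-quality arrays and on all 8 low-quality arrays. The decreases that met the same rule were 4. They were -1.55 for miR-21a-3p (0.99 ± 0.83 against 2.54 ± 0.49, exact p = 0.00133, adjusted 0.0252), -1.25 for miR-677-3p (exact p = 0.0426, adjusted 0.104), -0.94 for miR-295-5p (exact p = 0.0426, adjusted 0.104) and -0.44 for miR-7080-3p (exact p = 0.00799, adjusted 0.0322). With no scaling between arrays miR-7080-3p was 0.60 higher in the low-quality samples.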

Notably, most of the miRNAs with a higher expression in the low-quality samples were deposited in miRBase versions >16 (Fig. 3b). 

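The miRBase version of each miRNA was not analysed here, and the number in its name was used in its place. Of the 257 miRNAs increased more than 2-fold, 153 (59.5%, 95% Wilson interval 53.4 to 65.4) carry a number of 3000 or higher, 30 a number from 1000 up to 3000 and 74 a number under 1000. Among the 558 other analysed miRNAs the share of numbers of 3000 or higher was 27.8% (Fisher's exact test, odds ratio 3.83, p = 8.44e-18, a test across miRNAs, which are not independent replicates). All 35 decreased miRNAs carry numbers under 1000. The median log2 difference between low- and high-quality liver samples was -0.40 for the 459 analysed miRNAs numbered under 1000, 1.96 for the 48 numbered from 1000 up to 3000 and 1.74 for the 308 numbered 3000 or higher.

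**Figure D1:**
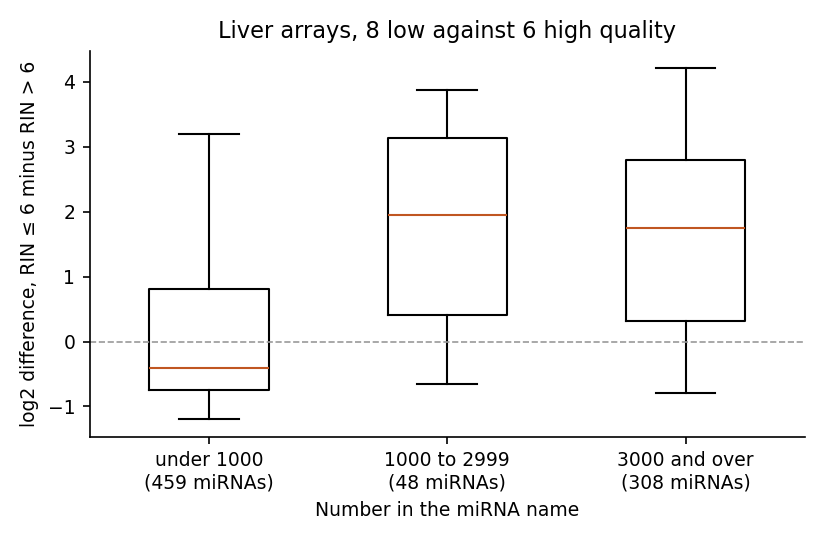
Difference of the mean log2 values of 8 liver arrays with RIN values of 6 or lower and 6 with RIN values over 6, for 815 miRNAs grouped by the number in the name. The line is the median, the box spans the middle 50% of the miRNAs and the whiskers the middle 90%; the medians are -0.40, 1.96 and 1.74 from left to right.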

As this was intriguing, we analysed the total number of detected miRNAs in these samples. The total number of miRNAs increased from 267 miRNAs at 0 h to 413 miRNAs at 96 h when the samples were stored at 4 °C, and from 309 to 718 miRNAs when the samples were stored at RT. 

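The liver arrays of storage at 4 °C had 268 detected miRNAs at 0 h, 330 at 1 h, 381 at 3 h, 352 at 12 h, 365 at 24 h and 415 at 48 h, a ratio of 1.55 between the last and the first. The 96 h sample at 4 °C is not among the arrays analysed. At RT the numbers were 310 at 0 h, 368 at 1 h, 430 at 3 h, 576 at 6 h, 525 at 12 h, 704 at 24 h, 639 at 48 h and 726 at 96 h, a ratio of 2.34. Each is the count of a single array.
Over the 14 liver arrays the number of detected miRNAs correlated with the RIN value with r = -0.853 (permutation p = 4e-05) and rho = -0.876 (permutation p = 0.0001), and with r = -0.854 without the 2 arrays farthest from the median RIN value. Over 3 tissues tested, the adjusted permutation p was 9e-05 for r and 0.0003 for rho. Within the 8 arrays of the RT slide r was -0.904 (exact permutation p = 0.000397) and rho -0.922 (exact permutation p = 0.00248). Within the 6 arrays of the 4 °C slide r was -0.651 (exact permutation p = 0.218), which leaves the relation undecided there. Without the 2 farthest arrays r was 0.851. This value cannot decide it, since it leaves out the 48 h array, the only one of the slide with a RIN value under 6. In heart the 2 arrays with RIN values under 6 had 589 and 683 detected miRNAs and the 13 others 374 to 490. In brain the 2 had 688 and 798, and the 14 others 491 to 593.
With 1 fixed level of scaled signal in place of the detection flag, the ratio between 96 h and 0 h at RT was 1.30, and at 4 °C the number fell from 617 at 0 h to 321 at 48 h. With signal over 3 times its error as the rule, the numbers were 320 and 811 at RT and 460 and 454 at 4 °C, and with at least 50% of the spots well above background 203 and 565 at RT and 177 and 300 at 4 °C.

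**Figure D2:**
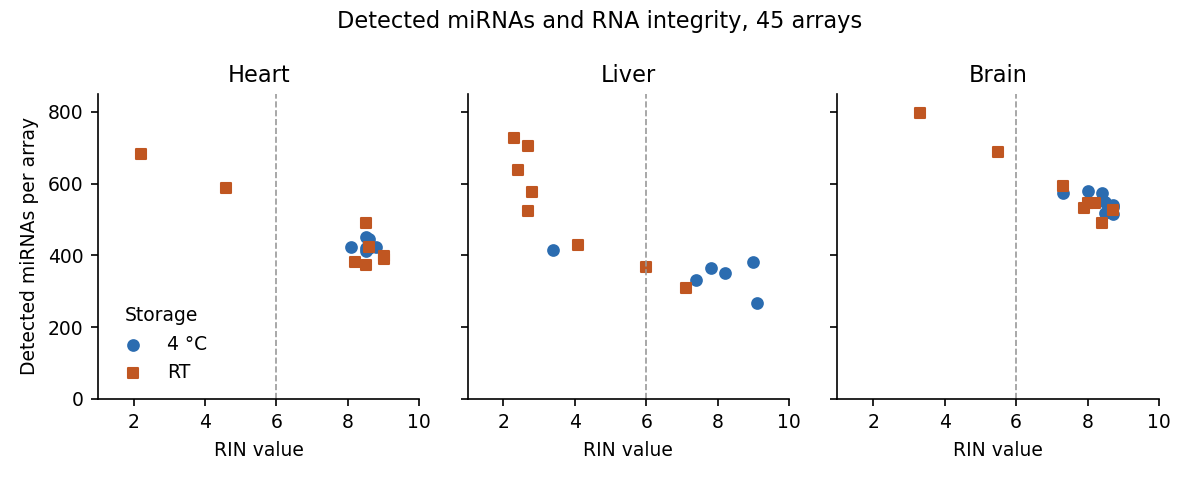
Number of miRNAs detected on each of the 45 arrays (vertical axis) against the RIN value of its RNA (horizontal axis), by tissue and storage temperature. Each point is 1 array and the dashed line marks a RIN value of 6; in liver the counts run from 268 to 726.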

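Between 0 h and 96 h at RT, the detected miRNAs numbered under 1000 went from 192 to 281, those numbered from 1000 up to 3000 from 20 to 53 and those numbered 3000 or higher from 98 to 392. Numbers of 3000 or higher made up 294 of the gain of 416 miRNAs (70.7%), and numbers under 1000 made up 89 (21.4%). At 4 °C, between 0 h and 48 h, the gain of 147 consisted of 80 miRNAs numbered under 1000, 5 numbered from 1000 up to 3000 and 62 numbered 3000 or higher.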

As seen in Fig. 3c, this dramatic increase in detected miRNAs at RT is mainly due to miRNAs that were added in miRBase versions 16–21 (108 miRNAs at 0 h vs 407 miRNAs at 96 h), whereas the number of detected miRNAs from the first miRBase versions only increased slightly (130 miRNAs from miRBase versions 1–3 at 0 h to 151 miRNAs at 96 h). From these analyses we conclude that, although we find degradation of some well known miRNAs during total RNA degradation, we also find a substantial number of newly detected miRNAs in the degraded samples. In addition, most of these miRNAs with increased expression in the degraded samples have been added to the miRBase in their latest versions, leading to the question, if these miRNAs are “true” miRNAs.

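Of the miRNAs detected on the liver arrays of 0 h and 96 h at RT, 251 were detected on both, 59 at 0 h alone and 475 at 96 h alone. The 59 included 48 miRNAs numbered under 1000 and 9 numbered 3000 or higher. From the correlations with RIN value and storage time, the differences between low- and high-quality liver samples and the numbers of detected miRNAs, the paper concludes that some well known miRNAs are degraded along with total RNA while a substantial number of further miRNAs come to be detected in the degraded samples.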

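Of the miRNAs detected in liver at 96 h at RT and not at 0 h, 303 carry numbers of 3000 or higher and 137 numbers under 1000. On the array as a whole 936 of the 1881 miRNAs (49.8%) carry numbers of 3000 or higher.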

**Figure 3:**
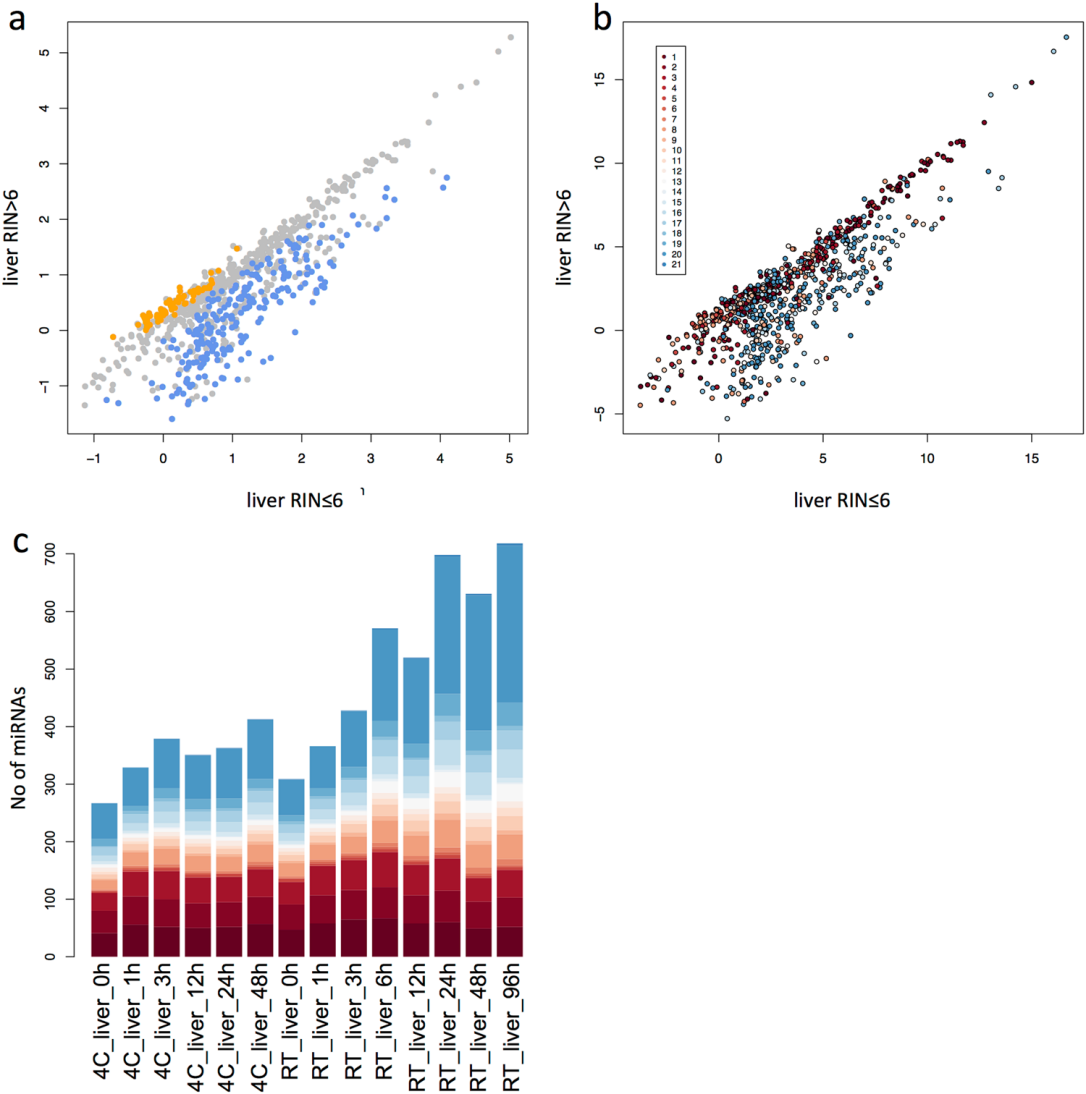
MiRNA expression in liver samples with low RNA quality as compared to their expression in samples of high quality. (**a**) Median expression of miRNAs in liver samples with low RNA integrity (RIN ≤ 6) are indicated on the X- axis and median expression of miRNAs with high RNA integrity (RIN > 6) on the Y-axis. Each point represents a miRNA with orange points indicating miRNAs that are significantly lower expressed in samples with low RNA integrity and with blue points indicating miRNAs that are significantly higher expressed in samples with low RNA integrity. (**b**) The same blot as in Fig. 3a, but with miRNAs color-coded according to the miRBase version, in which the miRNAs were first described. (**c**) Total number of miRNAs detected in the liver samples during the time-course experiment according to the miRBase version, in which the miRNAs were first described. Color-codes for the miRBase version as in Fig. 3b.

### Identification of false positive miRNAs

To further clarify the nature of the more recently deposited miRNAs that show an elevated expression in the low-quality samples, we performed additional degradation experiments in liver samples and analysed total miRNA expression by microarray. As potential confounding source for the hybridization signals on the array we assumed either fragmented RNAs or even fragmented DNAs. Therefore, we included total RNA that was depleted of small RNA molecules and degraded by different concentrations of RNase as source of fragmented RNAs (Fig. 1b). Furthermore, we used fresh liver tissue and liver tissue stored for 96 h at RT each with and without DNase digestion, as potential source of contamination with fragmented DNA. For the sake of simplicity, we refer to the hybridization signals in the following as miRNAs, being aware that some experiments were performed with total RNA largely depleted of small RNAs. We obtained hybridization signals in all experiments including the experiments with the RNA that was depleted of miRNAs. In detail, in the samples with intact RNA including small RNAs we detected expression of about 300 miRNAs, while in the respective samples with degraded RNAs, the number of detected miRNAs increased to over 600 (Fig. 4). Moreover, in the samples with intact RNA depleted of small RNAs we still detected expression of about 200 miRNAs, while in the respective samples with partially or fully degraded RNA, the number of detected miRNAs increased to 300 and 350, respectively. Interestingly, while the number of miRNAs from miRBase versions 1–3 remained fairly constant in degraded compared to non-degraded RNA samples (mean 122 miRNAs for intact RNA and 124 for degraded RNA), the number of miRNAs from miRBase versions 16–21 increased substantially (115 vs 372).

**Figure 4:**
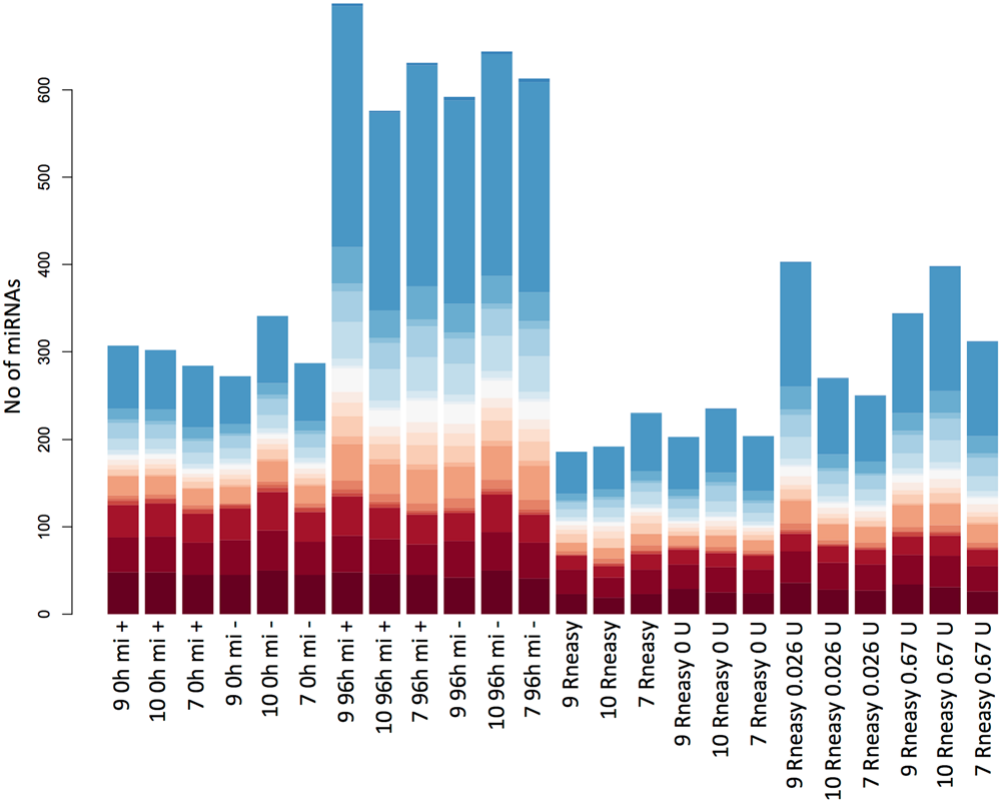
Number of detected miRNAs in the samples according to miRBase version. Total number of detected miRNAs in the replicate samples. The coloring indicates the proportions of miRNAs from miRBase version 1 (red) to 21 (blue) that were detected in the respective samples. Color codes are identical to Fig. 3b and c.

Unsupervised hierarchical clustering of the hybridization signals on the microarray identified eight different clusters (Fig. 5a, Supplementary Table S3). The majority of the 791 analysed miRNAs were found in clusters 1 and 2 that contain 202 and 248 miRNAs, respectively (Fig. 5b). Both cluster 1 and 2 show an overall low expression of miRNAs from fresh liver tissues and an elevated expression of miRNAs in liver tissues stored for 96 h at RT. The first cluster contained also elevated miRNA signals obtained when partially or fully degraded total RNA depleted of small RNAs was used as hybridization probe indicating that most hybridization signals of the first cluster were due to sequence homology of RNA fragments to the oligonucleotide probes on the array (Fig. 6a). As for the second cluster, we found only elevated expression in liver tissues stored for 96 h at RT but no comparable increase of the expression level for any of the other sources i.e. total RNA depleted of small RNA either degraded or intact (Fig. 6b). A possible explanation for the increase in signal intensity would be the detection of fragmented RNAs with sequence homology to the miRNAs in these clusters. As the protocol for RNA labelling of the hybridization probes include undirected 3´-labelling, all RNA species in the input RNA would be labelled. In case of a degraded input RNA, not only miRNAs, but also fragments of mRNAs or other RNA species would be labelled. If these fragments share sequence homology with miRNAs, the labelled fragments can bind to the microarray capture probe and can subsequently be detected as a hybridization signal. The difference of signals between clusters 1 and 2 in the degraded RNA samples with depleted small RNAs may result from a difference in sequence homology of the miRNA with other RNA species, i.e. miRNA in cluster 2 might show a lesser level of sequence homology to other RNAs than the miRNAs in cluster 1.

**Figure 5:**
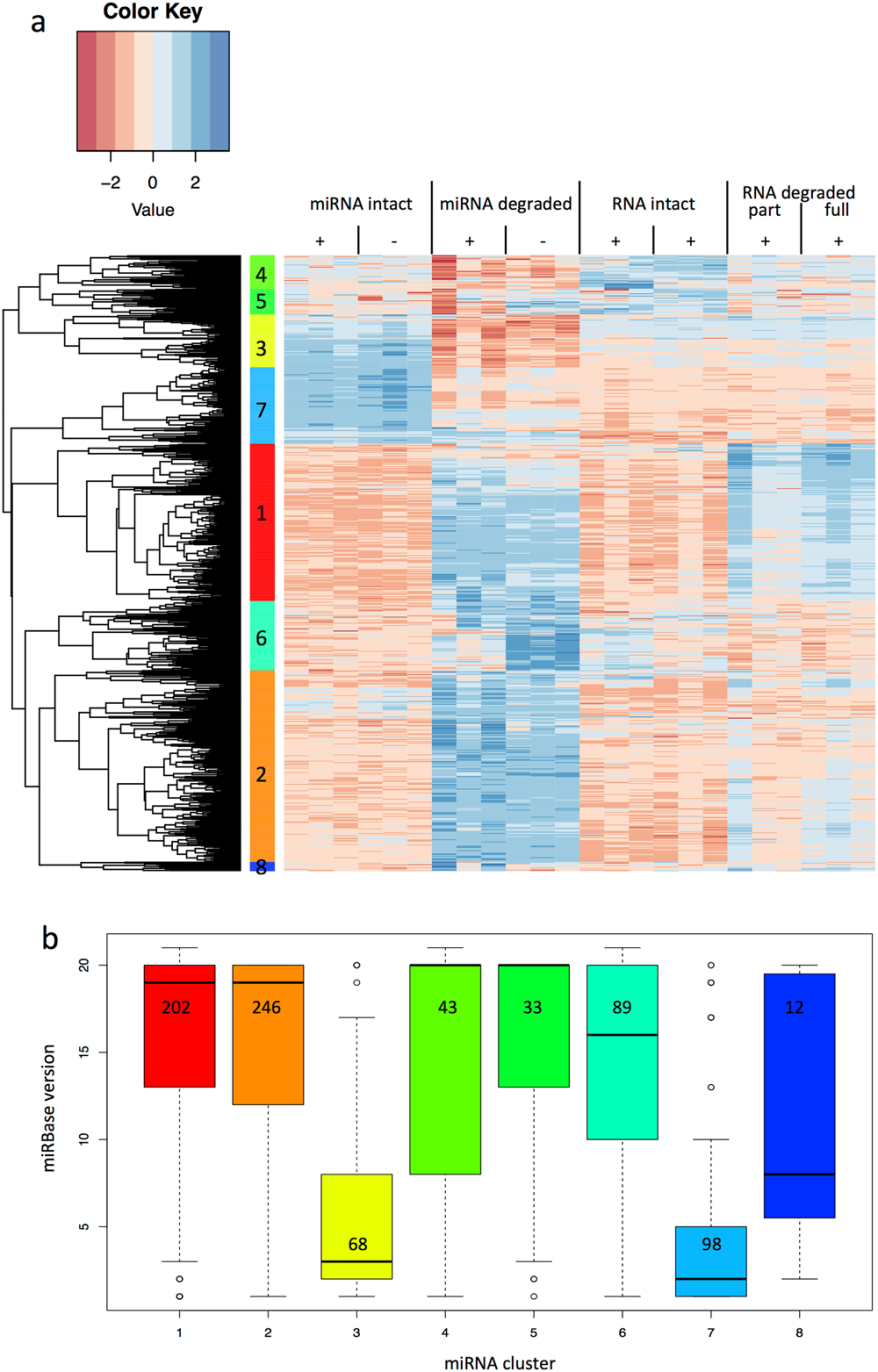
Influence of degradation and RNA isolation methods on miRNA detection using microarrays. (**a**) Unsupervised hierarchical clustering of miRNAs using Eucledian distance and complete linkage in the samples.The treatment and the source of RNA are indicated above the heatmap (see Fig. 1). “miRNA intact” stands for RNA including small RNA isolated from fresh liver tissue, “miRNA degraded” for RNA including small RNA from liver tissue stored for 96 h at RT, “RNA intact” for RNA depleted of small RNA from fresh tissue, and “RNA degraded” for RNA depleted of small RNA molecules and degraded by different concentrations of RNase. “+/−” indicating presence or absence of DNase digestion during RNA isolation. The expression of miRNAs in the heatmap are color coded with blue indicating high and red low expression. MiRNAs cluster according to their expression in eight clusters marked with colored boxes and numbers 1 to 8 on the left side of the heatmap. A list of the miRNAs belonging to each cluster is given in Supplementary Table S3. (**b**) Relationship between miRBase deposition of miRNAs and their clustering according to degradation. The eight miRNA cluster as determined in Fig. 4a are listed on the X-axis with the same color code as above. The box-plot shows miRBase version, in which the miRNAs in the respective clusters were first annotated. The numbers of miRNAs in each cluster are given in the respective boxes. The miRBase version is given on the Y-axis (i.e. 1-21).

**Figure 6:**
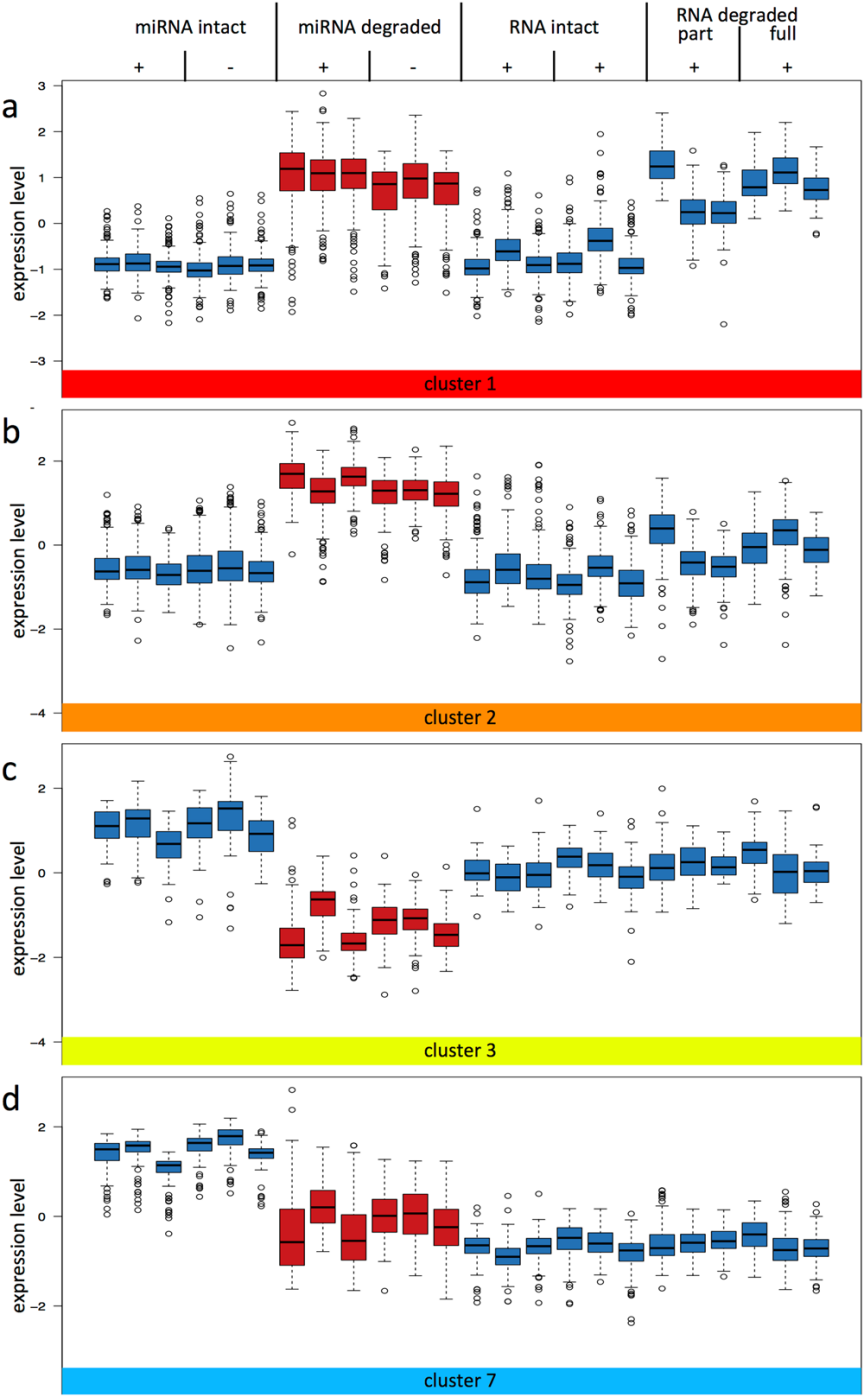
Expression of miRNAs in selected miRNA clusters. Box-plots of the median expression of miRNAs (Y axis) in liver tissues are shown for treatment/source of RNA as indicated above the box-plots (description is as in Fig. 5). The selected cluster is indicated by the same color code and number as in Fig. 5 as shown below the box-plots. Figure 6a shows cluster 1, 6b cluster 2, 6c cluster 3 and 6d cluster 7. Respective box-plots for the remaining clusters can be found in Supplementary Fig. S4. The list of miRNAs belonging to each cluster can be found in Supplementary Table S3.

Clusters 3 and 7 contain 68 and 98 miRNAs, respectively, and show a markedly reduced overall miRNA expression in liver tissue stored for 96 h at RT as compared to fresh liver tissue (Fig. 6c and d). This is indicative that these miRNAs are degraded during the tissue decay. Both clusters 3 and 7 do not show a major difference in the overall expression between the RNA, which was miRNA depleted and degraded, and the RNA, which was miRNA depleted but from fresh tissue. Clusters 3 and 7 differ, however, in that the overall expression level for the depleted RNA in cluster 7 was lower than the overall expression level for miRNAs of liver tissue stored for 96 h at RT. For both cluster 3 and 7 there seems to be a limited impact of the overall total RNA degradation on the miRNA pattern of liver tissue stored for 96 h at RT. Box-plots of the remaining clusters can be found in Supplementary Fig. S4, a detailed list of the miRNA belonging to the respective clusters is provided in Supplementary Table S3.

Based on the abovementioned link between the quality of the samples and the time point at which the miRNA was deposited in miRBase, we related the 8 clusters to the different miRBase versions (Fig. 5b). The first cluster with the elevated miRNA hybridization signals that were largely due to the degraded total RNA, contained mostly miRNAs that were deposited in miRBase versions >13. Since these signals were likely due to sequence homology of RNA fragments to the oligonucleotide probes on the array, the according miRNAs in miRBase are potentially erroneously termed miRNAs. Likewise, the miRNAs that fell in cluster 2 were also mostly deposited in miRBase versions >13. Out of the 8 clusters as depicted in Fig. 5b only the clusters 3 and 7 contained miRNAs that were deposited mainly in miRBase versions <10. Since the miRNAs of these two clusters showed the expected reduced expression as result of the tissue degradation, it is likely that they represent true miRNAs and that the early miRBase versions mostly contain “true” miRNAs as compared to the most recent miRBase versions. Moreover, analysis of sequence homology of the miRNAs contained in the different clusters to mRNAs revealed that about 15% of miRNAs in cluster 3 and 7 show an overlap of minimum 90% with a mouse mRNA (with one nucleotide mismatch allowed) whereas over 30% of miRNAs in clusters 1 and 2 show such a homology (Supplementary Fig. S5). It is likely that mRNA fragments strongly interfere with detection of the miRNAs belonging to clusters 1 and 2 in the microarray system. However, in contrast to our assumption above, the miRNAs in cluster 2 showed a higher level of sequence homology to other RNAs than the miRNAs in cluster 1, indicating that sequence homology might not be the only feature influencing signal detection.

DNase digestion influences miRNA detection levels, but only in the degraded samples. In detail, the 89 miRNAs in cluster 6 (see Supplementary Fig. S4) show an overall low expression in the intact RNA samples with and without small RNAs irrespective of the DNase digestion. In the degraded samples including small RNAs, the expression values were markedly elevated in case the DNase digestion step was omitted. Apparently, DNA fragments appear to interfere with detection of these 89 miRNAs in the microarray system.

## Discussion

Since the availability of clinical samples, especially for rare diseases, is often limited with respect to number and/or size of samples, it is sometimes unavoidable to use tissue samples of compromised quality to achieve sample numbers high enough to perform reliable statistical tests for the clinical question considered. In case of gene expression studies, it is common knowledge that RNA quality significantly influences the expression profile as result of tissue degeneration. Since mRNAs are highly susceptible to degradation through RNases, their expression/detection levels can be altered substantially even with low level degradation^21^. However, there is some dispute about what level of RNA degradation is still acceptable for performing miRNA profiling experiments with either sequencing, microarray or qPCR methods. Recommendations for an acceptable RNA integrity range from a RIN of 3.95 to >8 depending on the analysis method^12–15^. For analysing miRNA expression profiles, this issue is even less clear. While several studies claim that miRNAs have high stability even in degraded RNA, other studies show the opposite^5, 8, 12, 15^. In isolated RNA, miRNAs can be degraded by UV, RNase A, RNase I_f_, and NaOH, whereas they are resistant against degradation by heat, RNase H, benzonase and exonucleases T and T7^5, 8, 15^. When storing rat cadavers at different temperatures and post-mortem intervals, stability of miRNAs exceeded those of mRNAs but was dependent on temperature and tissue analysed^6, 16, 17, 20^. However, only a few miRNAs were analysed in each study using RT-qPCR based approaches. In contrast, when analysing miRNA expression profiles using microarrays, two studies found a profound influence of RNA integrity on miRNA expression profile, with some miRNAs showing decreased and a high number of miRNAs showing increased expression levels in degraded samples^12, 18^. Our results point into the same direction. We found that RNA quality is dependent on temperature, tissue and storage time. The miRNA expression profiles of tissues stored at RT for extended periods of time showed marked deviations from the expression patterns of fresh frozen tissues, including miRNAs with decreased but also miRNAs with increased expression in degraded samples. In the light of these findings, it is important to be aware of and to control for pre-analytical factors, *in vivo* as well as *in vitro*, influencing the sample and to properly document these factors in prospectively collected specimens for bio banking, e.g. following the guidelines presented by Khan *et al*. or in the “Sample PREanalytical code” (SPREC)^22, 23^. Aside from the *in vitro* pre-analytical factors described above, also day-time of sample collection can be a potential bias. Several studies have shown that miRNAs can exhibit diurnal expression variation in tissues^24, 25^ as well as in circulation^26, 27^. To minimize a potential bias by these factors in a biomarker discovery study, we propose to use only samples with high RNA integrity, e.g. RIN > 8. However, in subsequent validation studies of a proposed biomarker, it might be feasible to also include samples with lower quality or samples potentially affected by pre-analytical factors as detailed above, to see whether RNA quality or any of these factors affect the biomarker levels.

As second major result we found evidence that miRNAs identified in the later versions of miRBase tend to show an increase in expression in degenerating tissues. We hypothesize that these miRNAs are not “true” miRNAs, but degradation fragments of other RNAs. To test this hypothesis, we isolated RNA largely depleted of miRNAs, degraded the RNA with RNases *in vitro* and analysed the expression profile in comparison to undegraded RNA depleted of miRNAs and in comparison to samples with degraded and undegraded RNA both of which not depleted of miRNAs. Many of the miRNAs that showed increased expression in decaying tissue, also showed high levels of expression in the degraded RNA samples that were depleted of miRNAs. There was, however, no expression of the miRNAs with high expression in decaying tissue, in the undegraded RNA samples independent whether they were depleted or not for miRNAs. This confirmed our hypothesis, that many of the newly discovered miRNAs might indeed be not “true” miRNAs but fragments of other RNAs, in due consideration that other experimental factors might influence these results.

Originally, miRNAs were defined as class of small RNAs of about 22 nt length, that are typically transcribed by RNA polymerase II and produced by specific cleavage of an about 60-80 nt long precursor RNA. This precursor RNA forms a characteristic hairpin structure and is sequentially cleaved by the enzymes DROSHA and DICER, producing two mature miRNAs (-3p and -5p) with characteristic 2 nt overhang at the 3′end^1^. The two small RNAs are located on opposite sides of the hairpin with considerable sequence complementarity, but only one of the short RNAs, either the -3p or the -5p form, is incorporated into the Ago complex and therefore sufficiently stable to infer a biological effect^1^. A common database, the miRBase registry, has been created in 2002, to unify the definition and nomenclature of miRNAs and to provide access to sequences and other information on already identified miRNAs^28^. For a novel miRNA to be included in the database, this miRNA has to meet the following criteria: Presence of a 22nt long sequence detected with either Northern Blot or in a small RNA cDNA library (perfectly matching a genomic sequence of the respective organism) represent strong and weak expression evidence, respectively. Biogenesis criteria include i) the prediction of a hairpin structure containing most of the 22nt sequence within one arm (along with some additional structural requirements), ii) phylogenetic conservation of the sequence and the predicted hairpin structure, and iii) accumulation of the predicted precursor sequence in cells with reduced DICER activity^28^. However, with the identification of more and more miRNAs, also exceptions became apparent of miRNAs not following this canonical biogenesis way. These exceptions include mirtrons, that are cleaved by the spliceosome independent of DROSHA^29, 30^, non-mirtron miRNAs e.g. miR-320 independent of DGCR8^31^, or miR-451, that is cleaved by Ago2 independent of DICER^32^. Therefore, it is difficult to maintain standard requirements that all “miRNAs” should meet, since the more stringent criteria would omit most non-canonical miRNAs, while weaker requirements would possibly lead to miss-annotations of other RNA species as “miRNAs”. Originally, miRNAs were identified by cloning and sequencing of cDNA libraries and detection of the endogenous miRNAs was confirmed by Northern blotting. Therefore, mainly miRNAs expressed at high levels or common to many tissues were identified. This scenario changed since the advent of next generation sequencing methods, where the number of identified potential miRNAs has risen dramatically^4^. This increase of potential miRNAs comes, however, with a significant drawback: many recently discovered miRNAs have been predicted based on a relatively low number of reads. The fewer reads for a miRNA candidate a library contains, the more unreliable is the exact prediction of the mature miRNA or the precursor sequence. Furthermore, since the candidate miRNA only obtains a handful of reads, we can assume a relatively low expression in the respective probe, which makes it difficult to validate endogenous levels of the candidate miRNA by Northern blotting. In fact, most miRNAs identified with NGS data still lack experimental validation by Northern blotting. It remains to be determined how many of the miRNAs identified using NGS sequences and computational predictions of a stem loop structure are really true miRNAs and not false-positives. False positive miRNAs may be short sequences, that stem from other RNAs or degradation products thereof, or from false annotated fragments in the genome with an artificial stem loop sequence predicted^4^. Several authors, including ourselves, expressed doubts about the authenticity of such novel miRNAs^4, 33–37^. By reanalysing data from mouse, Chiang *et al*. reported for around a third of the annotated mouse miRNAs a lack of convincing evidence that these precursors are able to produce authentic miRNAs^34^. Our own data clearly show a shift in sequence features of lately identified miRNAs in comparison to the first reported miRNAs (up to miRBase v7)^36^. Meng *et al*. reanalysed registered miRNAs in several plant species and found numerous instances with “miRNA” precursors that were predicted to have a malformed appearance with either missing 2 nt 3′ overhang or mature sequences inside the hairpin structure instead of on opposite arms^35^. There is also evidence of falsely annotated miRNA in humans. Hansen *et al*. performed a cross analysis of nearly 20 NGS data sets for human miRNAs and compared the results to the registered miRNAs of miRBase v16^37^. For a total of 102 precursors they found no read, 34 precursors were only supported by a single read, and for 95 precursors, read distribution showed signs of random degradation rather than a miRNA supporting distribution. Castellano *et al*. found several instances of small RNAs originating from other RNAs such as tRNA or rRNAs miss-annotated as miRNAs^38^. Aside from these falsely annotated miRNAs that represent no genuine miRNAs, discrepancies in sequences of known genuine miRNAs have been reported. Wang *et al*. compared miRNA reads from GEO data sets with the annotated miRNA sequences in miRBase version 14 and found that 19 of 174 *C. elegans* and 51 of 157 *D. melanogaster* miRNAs are miss-annotated in miRBase with either inconsistent 3′ or 5′ ends or miss-annotated guide and passenger strands^39^. In light of the questionable authenticity of a considerable portion of the miRNA registered in miRBase, we would recommend validation of a potential miRNA biomarker by Northern blotting to verify the miRNA nature of the marker before considering biological impact of the marker on cells based only on the assumption of a genuine miRNA.

In conclusion, we provide convincing evidence that RNA quality influences the miRNA expression profile, at least when measured using microarrays, and that RNA integrity and time to freezing should be carefully considered when collecting clinical samples. We also found evidence that at least part of the more recently identified miRNAs might indeed be falsely annotated miRNAs. For the identification of future biomarkers that may even serve as therapeutic targets in a clinical setting, we would strongly suggest to challenge the authenticity of miRNAs with an increased expression in the degraded tissues.

## Online Methods

### Tissue Samples

We obtained fresh cadavers of 6 male C57BL6 mice (Il1a knock-out strain) from the Department of Internal Medicine, Nephrology and Hypertension, Saarland University Medical Center. For determination of tissue specific degradation effects, heart, brain and liver of these animals were harvested immediately after death, divided into eight parts of about equal size and transferred in individual RNase free tubes. Tissue samples of three animals were stored at 4 °C and room temperature (18–20 °C), respectively. Tissue samples were transferred into RNAlater RNA Stabilization Reagent (Qiagen, Hilden, Germany) after storage for 0 h, 1 h, 3 h, 6 h, 14 h, 24 h, 48 h and 96 h at the respective temperature and stored at 4 °C for 24 h before freezing at −80 °C. In total, we collected 144 tissue samples, with three biological replicates for each time point at each temperature (Fig. 1a).

For determination of non-miRNA mediated background signals due to contamination of the sample with degraded DNA or RNAs, we obtained fresh liver samples of 3 mice and divided each liver in five parts of equal size. Three parts of each liver were transferred immediately into RNAlater RNA Stabilization Reagent (Qiagen, Hilden, Germany), i.e. non-degraded samples, the two remaining parts were left at RT for 96 h before transfer into RNAlater, i.e. degraded samples. For each experimental condition, we obtained three biological replicates (Fig. 1b).

### RNA isolation

For determination of tissue specific degradation effects, total RNA including miRNAs were isolated using miRNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s manual. In detail, frozen tissue was homogenized in 700 μl QIAzol Lysis Reagent with using Tissue Lyser (Qiagen, Hilden, Germany) and incubated at room temperature for 5 min. After addition of 200 µl chloroform, samples were centrifuged at 12,000 rpm at 4 °C for phase separation. Aqueous phase was transferred into a new collection tube, mixed with 1.5 volumes 100% ethanol and applied to an RNeasy column. Column purification was performed according to the manufacturer protocol without the optional DNAse treatment, and RNA was eluted in 50 µl RNase free water.

For determination of background signals due to potential DNA contamination, non-degraded and degraded samples from three animals were isolated each with miRNeasy Kit either with or without optional on-column DNAse digestion. For determination of non-miRNA mediated background due to potential contamination with fragments of other RNAs during RNA degradation, total RNA was isolated from samples of three animals using RNeasy mini Kit (Qiagen, Hilden, Germany) with on column DNase digestion. We denominate this RNA as “RNA depleted of small RNAs”, being aware, that they are not 100% free of any miRNA or small RNA fractions, but the abundance of small RNAs in these samples is greatly reduced in comparison to the isolation procedure using the miRNeasy Kit. Intact RNA of these samples was aliquoted in 3 µg aliquots and treated with either 0 U, 0.027 U or 0.67 U RNase (Roche, Cat. No.11412000) for 30 min at 37 °C to obtain intact, partially degraded and fully degraded RNA, respectively. Afterwards, RNAse was inactivated with 700 µl Qiazol and RNA including any small fragments was reisolated using miRNeasy Mini Kit (Qiagen, Hilden, Germany) according to manufacturers protocol.

RNA quantity was assessed with Nanodrop (Thermo Fisher Scientific, Waltham, MA, USA), RNA integrity was determined with Agilent RNA 6000 Nano Kit using Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) for all samples. For determination of RNA degradation, RIN value was used.

### Microarray Profiling

Expression profile of miRNAs was assessed using SurePrint Mouse miRNA Microarray Kit, Release 21.0 and miRNA Complete Labeling and Hyb Kit (Agilent Technologies, Santa Clara, CA, USA) after manufacturer´s instructions as described elsewhere ^40^. Signals were retrieved using Agilent AGW Feature Extraction software (version 10.10.11). Background corrected values and detection flags for all miRNAs were extracted. Raw data has been deposited at GEO database (GSE93634). For determination of tissue specific degradation effects, we used 48 of the 144 collected samples, i.e. we selected liver, brain and heart tissue of the same individual at the 8 time points and two temperatures. For determination of non-miRNA mediated background signals due to possible contamination by residual DNA or RNA-degradation products, we used three biological replicates for each experimental condition, totalling 24 samples.

### Statistical analysis

Background corrected expression values were normalized using variance stabilizing normalization and log-transformed with freely available R software (v.2.14.2)^41^ (https://www.r-project.org/). All miRNAs detected in less than five samples were excluded, leaving 815 miRNAs for analysis of the tissue specific degradation effects and 791 miRNAs for determination of non-miRNA mediated background. Unsupervised hierarchical clustering using Euclidian distance and complete linkage has been applied.

P-values were adjusted using the Benjamini-Hochberg adjustment method^42^. We considered only miRNAs differentially expressed, that showed at least a 2-fold decreased or increased mean expression value and a p-value < 0.05 in WMW test.

## Electronic supplementary material

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

How the deposited data were processed for this re-analysis (not part of the article)

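Total RNA of mouse heart, liver and brain, stored for up to 96 h at 4 °C or at RT, was measured on 1-colour Agilent miRNA arrays. As deposited by the authors, the intensity values are those that Agilent's Feature Extraction software read from the scan of each array, with the local background subtracted and with no normalization between arrays. The total gene signal in these files is the sum over the spots of a miRNA and is set to a constant where the software calls the miRNA not detected. The log2 values deposited by the authors were made by variance stabilizing normalization (VSN), which the methods name. Set against the scanner values, they follow a fit over all 46 arrays, with a largest difference of 0.00166 from the same fit made here.

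The labels and Table S1 gave tissue, storage temperature, storage time and RIN value. The 45 arrays that the paper kept were used, and the heart array of 0 h at 4 °C was an alternative. The liver samples of 6 h and 96 h at 4 °C, the RNase experiment of the paper and the miRBase version of each miRNA were not analysed here, apart from the values printed in Tables S3 and S4. Each condition has 1 array. Slide and scan go with tissue and temperature, and the slide was tested as a block. The number of arrays limits the precision of every value, and the detection limit that of dim miRNAs: 809 of the 1881 miRNAs were detected on no array of the 45.

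For each miRNA the total gene signal was used where the miRNA was detected and the sum of its probe signals otherwise. Spots flagged as outliers were left out of the negative control values, which rest on 945 to 998 spots per array. VSN was written anew, with an inverse hyperbolic sine, a trimmed fit that kept a share of 0.9 of the miRNAs in each of 5 slices of signal, and 7 rounds, and gave log2 values over the 45 arrays. Their median difference from the authors' log2 values was 0.0486 and their largest 0.0898. A miRNA was analysed if it was detected on at least 5 arrays, as in the paper.

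Arrays were clustered with Euclidean distance and complete linkage. Correlations with RIN value and storage time were Pearson's, with 2-sided p-values multiplied by the number of miRNAs, since this gives the adjusted values of Table S2; the methods name the Benjamini-Hochberg adjustment, which was an alternative. For named miRNAs 100000 permutations were drawn. Liver arrays with RIN values of 6 or lower were compared with those over 6 by an exact 2-sided WMW test at an unadjusted p of 0.05 and a 2-fold difference of means. The groups follow the legend of Fig. 3, and the methods name the WMW test, a p of 0.05 and the 2-fold difference of means. They also name the Benjamini-Hochberg adjustment, which was an alternative here. Differences between tissues in the slope on the RIN value were tested by limma with an F test of the interaction and Benjamini-Hochberg adjustment. Lists were set against 10000 random lists matched on mean level in 20 bins. The mean was taken over the 45 arrays, or over all conditions of Table S4, degraded samples included. Names with a number of 3000 or higher stood for late entries into miRBase.

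The miRNAs named in the text were the one that the paper names for the time course, the 3 most positive and the 3 most negative correlations with the RIN value, the most positive and the most negative correlation with storage time at each temperature, the 5 largest increases and the 5 largest decreases in liver among miRNAs past the WMW threshold and detected on every array of a group, and a miRNA of each tissue as a check of the labels. Of decreases, 4 met the rule. This rule, the tests, the groups and the alternatives were chosen before the data were examined, except where a setting is said to be chosen later.

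The alternatives were 75th percentile scaling over the miRNAs detected on all arrays or over all miRNAs, quantile normalization, no scaling between arrays, normexp background correction, the authors' log2 values, all 46 arrays, other filters on dim miRNAs, other adjustments and tests, tissue or slide as a block, single tissues, other clustering, other rules of detection, 14 h for the 12 h samples, and leaving out each liver array in turn. The plan named the mean spot signal for normexp and for the negative control spots. The median spot signal was used in its place. Normexp was fitted on all spots, and the control spots and the spots marked as outliers were left out of the averages taken after it. In place of VSN, these averages were scaled by the 75th percentile over miRNAs detected on all arrays, with a floor, and put on the log2 scale.

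VSN, the correlation with the RIN value, the WMW test, limma and top-50 clustering were tested on simulated data for the 815 miRNAs. The noise was independent, with an SD of 0.4 on the log2 scale, and changes followed a straight line of 0.5 per RIN unit. No effect of slide or animal was simulated, so that recovery in the real liver groups may be lower. The correlation with storage time, normexp, the slide block, the rules of detection and the matched lists were not tested. VSN gave values with an error of SD 0.231. The correlation with the RIN value recovered 133 of 160 changed miRNAs and called 5 of 615 unchanged ones. The WMW test recovered 160 of 160, and 39 of 655 unchanged miRNAs passed its unadjusted threshold, 0 of them with a 2-fold difference and 6 after Benjamini-Hochberg adjustment. limma recovered all 160 and called 4 unchanged miRNAs, and its interaction test recovered 40 of 40 and called 5 of 775. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, and R 4.3.3 with limma 3.58.1 and data.table 1.17.8.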

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

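The tests of background and of a wrong label on single arrays, and those of the slopes shared between both fits, were chosen only after the result was seen. Dixon's criterion was applied to 13 measures in each of 2 groups of arrays, the 8 low-quality and the 6 high-quality liver arrays. In 0 of these 26 tests did an array lie far from the others, where chance gives about 1 in 20. Heart and brain arrays were not tested in this way.

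The slope of expression on the RIN value differed between heart, liver and brain for 47 of the 815 miRNAs (limma, F test of the interaction, Benjamini-Hochberg adjusted), and 145 had an unadjusted p below 0.05. In 42 of the 47 the slope in liver was more negative than in heart. The median slopes of the 47 were 0.00831 log2 units per RIN unit in heart, -0.217 in liver and 0.0413 in brain, and 19 of the 47 carry numbers of 3000 or higher. Each tissue lies on slides of its own and in part comes from other animals. With the slide as a block 17 miRNAs passed and 111 had an unadjusted p below 0.05, so that differences between slides and animals may explain the slopes that were lost. An offset between slides and animals as the whole cause is argued against for the 15 miRNAs past the threshold in both fits. Whether slide and animal also change the slope cannot be told apart from tissue for these 15, since no slide holds a pair of tissues and RIN values spanned only 0.7 units on the heart slide of 4 °C. The slope differed between the slides of a tissue (unadjusted p below 0.05) for 3 of the 15 in liver, 3 in brain and 1 in heart. Liver and brain match the same animals. A difference between tissues remains open, and the count moved under other scalings, up to 212 with 75th percentile scaling over all miRNAs.

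The heart array of 0 h at 4 °C, which the paper left out for low quality, had 215 detected miRNAs, against 374 to 683 on the 15 other heart arrays. Its negative control spots had a mean signal of 15.4, above the highest mean of 5.17 on the other 45 arrays, so that a raised background may account for the low number. A wrong tissue label is argued against by miR-1a-3p, which had a log2 value of 10.73 on this array, above the highest value of 7.84 on liver and brain arrays, though below the lowest of 13.64 on the other heart arrays. No biological explanation was tested for this array.

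On the liver array of 96 h at RT, 151 miRNAs outside the 815 analysed were detected, against 0 on the array of 0 h at RT and at most 104 on another liver array, that of 48 h at RT. Of the 151, 111 carry numbers of 3000 or higher, and 31 were detected on that array alone. Its negative control spots had a mean signal of 0.721, within the range of 0.139 to 5.17 of the other liver arrays, which argues against a raised background. With 1 array per time point, an effect of the single array and one of degradation remain open.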

How the results depend on the processing

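Scaling by a pair of control probes, Pearson's test of storage time within a tissue, the combinations of an adjusted p with group medians and the scaling of each miRNA before clustering were chosen only after the result was seen. Where a value changed under a setting below, the cause was not tested.

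The median log2 difference of all 815 miRNAs between low- and high-quality liver arrays was 0.33 with VSN, 0.97 with no scaling, -0.56 with normexp and 1.36 with control probe scaling, and at most 0.01 with both 75th percentile scalings and quantile normalization, so that directions are relative to these shifts.

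The count of miRNAs correlated with the RIN value, 296, stayed within 1.5 times, with most correlations negative, under 10 of the 17 alternatives set beforehand. It was 468 with no filter on dim miRNAs, 603 with Benjamini-Hochberg adjustment, 151 with Spearman's correlation (15 positive, 136 negative), 68 within liver, 129 within brain and 0 on arrays with RIN values over 6 by Pearson's r with Bonferroni, where 104 had an unadjusted p below 0.05 and Benjamini-Hochberg adjustment also gave 0. With normexp it was 211, of which 114 were positive and 97 negative, so that the larger share reversed. With control probe scaling it was 216, all negative, and with no scaling 334, all negative.

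For storage time at 4 °C the 8 miRNAs became 15 with 75th percentile scaling over all miRNAs, 18 with no scaling, 4 with normexp, 5 with control probe scaling, 43 with Benjamini-Hochberg adjustment, 31 with Spearman's correlation and 15 with tissue or slide as a block. Within single tissues, where storage times have 8 arrays or fewer, an exact permutation test was used in place of Pearson's. At 4 °C it gave 8 in brain, and over the 7 heart or 6 liver arrays it cannot pass the Bonferroni threshold. Pearson's test gave 4 in heart (3 positive, 1 negative), 3 in brain and 0 in liver, where 127 had an unadjusted p below 0.05 and Benjamini-Hochberg adjustment also gave 0. For storage time at RT the 100 became 219 with no scaling or control probe scaling, 37 with normexp, 188 with no filter, 439 with Benjamini-Hochberg adjustment, 193 with Spearman's correlation, 211 with tissue or slide as a block, 13 within heart, 16 within liver and 29 within brain. With Pearson's test within a tissue the counts at RT were 12 in heart, 14 in brain and 9 in liver (3 positive, 6 negative, so that the larger share reversed).

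In liver, the 335 miRNAs past the WMW threshold became 449 with normexp (19 higher, 430 lower) and 771 with no filter (365 higher, 406 lower), where the larger share reversed, and 0 in limma with the slide as a block, where 173 had an unadjusted p below 0.05. With control probe scaling all 455 were higher. The 257 increased miRNAs became 155 with 75th percentile scaling over miRNAs detected on all arrays, 170 over all miRNAs, 160 with quantile normalization, 17 with normexp, 424 with control probe scaling and 0 with the slide block, and 157 with the adjusted p and group medians over 4-fold. The 35 decreased became 102 with 75th percentile scaling over miRNAs detected on all arrays, 94 with quantile normalization, 0 with no scaling, 95 with normexp, 0 with control probe scaling, 259 with no filter, 18 with the adjusted p, 23 with limma, 0 with the slide block and 17 with the adjusted p and group medians. The share numbered 3000 or higher, 59.5%, was 67.7% and 65.9% with the 75th percentile scalings and 94.1% with normexp, and 49.0% were numbered 5000 or higher. The slide block left no list to take a share of.

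With each liver array left out in turn, the significant miRNAs ranged from 264 (without 24 h at RT) to 385 (without 1 h at RT), the increased from 216 (without 12 h at RT) to 296 (without 1 h at RT), the decreased from 17 (without 96 h at RT) to 51 (without 1 h at RT) and the share from 59.0% to 62.2%. No paired analysis was run. All arrays carry the same replicate number, so that the number pairs no arrays. Liver and brain arrays match the same animals by their RIN values, but were not compared in pairs. The slide, which holds 1 animal, was used as a block, and gave 0 miRNAs in liver by limma (173 with an unadjusted p below 0.05).

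The ratio of detected miRNAs in liver between 96 h and 0 h at RT, 2.34, was 1.30 with 1 fixed level of scaled signal, and stayed above 2 with the other rules of detection. At 4 °C the rise from 268 at 0 h to 415 at 48 h became a fall from 617 to 321 with the fixed level, 460 to 454 with signal over 3 times its error and 177 to 300 with at least 50% of the spots well above background. The degraded branch of 7 arrays held 3 with 75th percentile scaling over miRNAs detected on all arrays, 3 with normexp, 3 with each miRNA scaled, and 16, all brain, with no scaling, control probe scaling or average linkage. The 47 miRNAs with different slopes became 130 and 212 with the 75th percentile scalings, 173 with quantile normalization, 73 with no scaling, 99 with normexp, 128 with control probe scaling and 17 with the slide block. Top-50 clustering kept 100% purity and the number of analysed miRNAs stayed within 1.5 times under every alternative run.

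The authors' log2 values left all 27 values of named miRNAs, lists and clusters on their side. Reversed were cluster 2 of Table S3 with normexp (-0.37), miR-7080-3p with no scaling (0.60), and with control probe scaling miR-7080-3p (1.29), miR-677-3p (0.42) and miR-295-5p (0.58). The positive correlations of miR-191-5p, let-7i-3p and miR-467d-3p with the RIN value lost significance under 5, 4 and 2 of the 6 other scalings or sources of values set beforehand. In liver, miR-877-5p and miR-5121 kept their direction with normexp (2.32 and 2.06) but were no longer past the WMW threshold, and the same held for miR-677-3p and miR-295-5p with no scaling (-0.30 and -0.12). With control probe scaling the same held for miR-21a-3p (-0.26), for miR-652-5p at 4 °C (-0.36) and for the 3 positive correlations with the RIN value. Low signal over background limits the list of increased miRNAs, as 142 of the 257 increased miRNAs were detected on no high-quality liver array.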

Differences from the paper's values

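The settings below that reach the paper's values and combine an adjustment with group medians, and the scaling of each miRNA before clustering, were chosen only after the values were seen. In the low-quality liver samples 257 miRNAs were increased more than 2-fold, against the paper's 157. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were 75th percentile scaling over miRNAs detected on all arrays (155) or over all miRNAs (170), quantile normalization (160), detection on at least 10 arrays (187), the Benjamini-Hochberg adjusted WMW p (198), limma (229) and 7 of the 14 settings that leave out 1 liver array. Outside lay no scaling between arrays (320), normexp (17), the authors' log2 values (257), no filter on dim miRNAs (335), the comparison without the array of RIN value 6.0 (296), limma with the slide as a block (0), the difference of group medians (251) and the other 7 settings that leave out an array. The Benjamini-Hochberg adjusted WMW p with a difference of group medians over 4-fold gave 157 on both the values made here and the authors' log2 values, a setting chosen after the values were seen.

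More than 2-fold decreased were 35 miRNAs, against the paper's 17. Within 1.5 times lay the Benjamini-Hochberg adjusted WMW p (18), limma (23) and 5 of the 14 settings that leave out a liver array, of which that without the array of 96 h at RT gave 17. Outside lay 75th percentile scaling over miRNAs detected on all arrays (102) or over all miRNAs (28), quantile normalization (94), no scaling (0), normexp (95), the authors' log2 values (34), no filter (259), detection on at least 10 arrays (28), the comparison without the array of RIN value 6.0 (51), limma with the slide as a block (0), group medians (40) and the other 9 that leave out an array. The Benjamini-Hochberg adjusted WMW p with the difference of group medians gave 17 on both sets of values, again chosen after the values were seen.

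The number of miRNAs past the WMW threshold in liver was 335 unadjusted and 226 after Benjamini-Hochberg adjustment, against the paper's 226. On the authors' log2 values the correlations with the RIN value came to 298, of which 84 were positive and 214 negative, and those with storage time at RT to 99, of which 84 were positive and 15 negative, the paper's numbers.

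The paper places the severely degraded samples in 1 branch of the tree, about 10 arrays in Fig. 2, read by eye, whereas 7 arrays lay in it here. The brain arrays of 48 h and 96 h at RT, with RIN values of 5.5 and 3.3, lay outside it. The paper puts the brain array of 96 h at 4 °C with the degraded samples, and here it lay with the brain arrays. Divided into 6 groups, the tree set it with the brain arrays of 48 h and 96 h at RT. With the authors' log2 values and each miRNA scaled, a setting chosen after the values were seen, the branch held 10 arrays, 3 of them brain. The same scaling on the values made here gave a branch of 3 arrays, all liver. The paper states that the heart, liver and brain tissue on the arrays came from 1 individual, whereas the RIN values of the heart arrays equal those of animals 3 and 2 in Table S1 and those of the liver and brain arrays equal those of animals 1 and 4. The paper gives the liver sample of 48 h at 4 °C the same RIN value as that of 3 h at RT, while the labels and Table S1 give 3.4 and 4.1. The paper dates its highest number of detected miRNAs in liver at 4 °C to the last time point of the series, and here the nearest number, 415, belongs to the array of 48 h.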

Other observations

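The tests of background, of slide and animal, of a fixed level of unscaled signal and of overall signal for the detected miRNAs, the count over all 3003 splits of the liver arrays, the tests of background correction for the increased miRNAs and of the detection limit for the decreased ones were chosen only after the result was seen.

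More miRNAs were detected on degraded liver arrays. A raised background on these arrays is argued against by the negative control spots, whose mean signal fell with degradation: over the 14 liver arrays its r with the RIN value was 0.670 (permutation p = 0.006, adjusted over 8 relations 0.024) and rho 0.748 (permutation p = 0.00299, adjusted 0.00797), with 0.515 without the 2 farthest arrays. The mean was 1.44 ± 0.906 (SD, n = 8) at RIN values of 6 or lower and 2.71 ± 1.43 (n = 6) over 6 (exact permutation p = 0.0599). Over all 45 arrays r was 0.457 (permutation p = 0.00135, adjusted 0.0108) and rho 0.455 (permutation p = 0.00177, adjusted 0.00797), with 0.439 without the 2 farthest arrays, and it did not hold within heart or brain, where the permutation p of r was 0.0825 and 0.27. By the median spot signal of these controls, the relation in liver was weaker but also positive. There r was 0.514 (permutation p = 0.0223, adjusted 0.0446), with 0.299 without the 2 farthest arrays, and rho was 0.535 (permutation p = 0.0519, adjusted 0.083). Slide and animal as the whole cause are argued against by the RT slide, which holds 1 animal, with an r of -0.904 between detected miRNAs and RIN value on its 8 arrays. A detection limit that differs between arrays is argued against as the whole cause by 1 fixed level of unscaled signal, set at the highest of the lowest detected signals of the 45 arrays. Above it lay 683 ± 164 (SD, n = 8) miRNAs at RIN values of 6 or lower and 455 ± 85.6 (n = 6) over 6 (exact permutation p = 0.0133), and 2.26 times as many on the array of 96 h at RT as on that of 0 h, 866 against 384. These counts include miRNAs near the background that were not called detected, since 726 and 310 were called on these 2 arrays. The median of the lowest detected signal was 1.34 on the low-quality and 1.04 on the high-quality arrays (exact permutation p of the means = 0.181). A difference in overall signal between arrays is argued against as the whole cause, although the summed signal was higher on the low-quality arrays (423328 ± 98706 against 236307 ± 75646, SD; exact permutation p = 0.004). A common factor leaves the share of the 10 brightest miRNAs as it is, and this share was 77.3 ± 10.4% on the low-quality and 90.5 ± 1.75% on the high-quality arrays (exact permutation p = 0.00466). Given the summed signal, r between detected miRNAs and RIN value was still -0.780 (permutation p = 0.00038; rho -0.741, permutation p = 0.00327; -0.759 without the 2 farthest arrays). With 1 fixed level of scaled signal the numbers were 398 ± 96.2 and 370 ± 124 (exact permutation p = 0.651), and the ratio between 96 h and 0 h at RT was 1.30, so that the part played by overall signal stays open in size. Scaling also takes out a rise that many miRNAs share.

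The 257 miRNAs increased more than 2-fold in low-quality liver samples had a median log2 difference of 2.69 with no scaling between arrays, which argues against normalization as the whole cause. Loss of the most abundant miRNAs, which would lift the rest through scaling, is argued against by the unscaled summed signal outside the 10 brightest miRNAs, which was 94619 ± 49419 (SD, n = 8) against 22263 ± 7677 (n = 6; exact permutation p = 0.000666), with 8 of 8 low-quality arrays above every high-quality array. With normexp the median of the list was 0.29 and that of all 815 miRNAs -0.56, and 60.3% of the list and 24.0% of all were higher. The normexp setting also put 75th percentile scaling over miRNAs detected on all arrays in place of VSN. With that scaling and no normexp the median of the list was 1.85, and 99.2% of it were higher. A part of the increase that comes from the background correction therefore cannot be told apart. A hypothesis is that fragments of other RNAs give signal on these miRNAs. In the paper's Table S4, RNA depleted of small RNAs was treated with RNase or left without it. The higher of its RNase amounts was used here. There 242 of the 257 are listed, with a median log2 change of 2.81 after RNase and 94.2% of them higher, against a median of 0.69 for all 791 miRNAs of the table and 0.77 to 1.50 for the middle 95% of 10000 random lists matched on level. The change was 3.17 for the 148 numbered 3000 or higher and 1.93 for the 65 numbered under 1000. Of the 257, 100 belong to the paper's cluster 1 and 127 to its cluster 2. For cluster 1 the paper reports elevated signals in degraded RNA depleted of small RNAs, and for cluster 2 no comparable rise there. The pooled median does not separate the clusters. The values leave fragments as a candidate source, though Table S4 shows that such signal can arise and not that it did in the stored livers.

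Of the 35 miRNAs decreased more than 2-fold, 80.0% were detected on no liver array with a RIN value over 6. Their median log2 difference was -1.20 with VSN and -0.08 with no scaling and values below a floor set to the floor. Values below the detection limit may therefore account for most of this list. Within this list, a loss in degraded liver remains open for the 7 miRNAs that were detected on such an array. The values do not bear on miRNAs outside the list.

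Among the increased miRNAs 59.5% carry numbers of 3000 or higher. The share was 34.2% to 43.6% in the middle 95% of random lists matched on mean level over the 45 arrays, which argues against dimness by that mean as the whole cause. This mean includes the degraded arrays, on which the list rises. Dimness in the high-quality samples was therefore not matched, and its part stays open. With no filter on dim miRNAs the share was 62.1%, against 49.8% of all miRNAs on the array, which argues against the filter as the whole cause. With the filter the excess was larger, 59.5% against 37.8% of the analysed miRNAs, so that a part played by the filter stays open.

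Of the 296 miRNAs correlated with the RIN value, 239 passed with tissue as a block, which argues against differences between tissues as the whole cause. Among the 33 arrays with RIN values over 6 72.3% of them kept their sign over the pooled arrays, and 84.5% in heart, 31.4% in liver and 80.7% in brain. Whether the relation holds outside the few most degraded arrays cannot be told apart from these values.

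Other splits of the 14 liver arrays into 8 and 6 reached 335 miRNAs past the WMW threshold in 2 of 100 drawn, the real split included, and in 32 of all 3003 (1.07%), so that chance can be excluded at a share of 0.05. The count does not single out the limit at a RIN value of 6. It was highest, at 556, for the split that set the arrays of 6, 12, 24, 48 and 96 h at RT and of 0 h at 4 °C apart from the other 8. The other split among those drawn moved the arrays of 6, 24, 48 and 96 h at RT to the opposite group and gave the same count of 335, and the next highest count among those drawn was 159 and the median 8. A split of the arrays by slide gave 150. With the slide as a block limma called 0 of 815 (173 with an unadjusted p below 0.05), so that a part played by slide and animal stays open, while the median difference of the increased list was 2.60 and all 257 had the same sign.

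The 257 miRNAs increased in liver were also higher in degraded heart, with a median log2 difference of 2.56 between 2 arrays with RIN values under 6 and 13 over 6, and in degraded brain, with 1.70 between 2 and 14 arrays. The middle 95% of 10000 random lists matched on level was 0.07 to 0.96 in heart and -0.11 to 0.50 in brain. The level was the mean over the 45 arrays, degraded ones included, so that level in undegraded samples was not matched. Of the list, 95.7% were higher in heart and 92.2% in brain. The 35 decreased miRNAs had medians of -1.14 and -0.85. Across miRNAs, which are not independent replicates, the differences in heart and brain had correlations of 0.884 and 0.819 with those in liver. No explanation was tested for this.

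The clusters that the paper defined on other arrays in Table S3 were set against the liver arrays of 0 h and 96 h at RT, 1 array each. The 202 miRNAs of cluster 1 had a median log2 difference of 5.19 and the 246 of cluster 2 of 3.29, and 100 and 127 of them were among the 257. The 68 miRNAs of cluster 3 had a median of -3.43 and the 98 of cluster 7 of -3.32. The medians were -0.89 in cluster 4, 0.15 in cluster 5, 1.57 in cluster 6 and -0.11 in cluster 8.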
